# Key regulators of lipid metabolism drive endocrine resistance in invasive lobular breast cancer

**DOI:** 10.1186/s13058-018-1041-8

**Published:** 2018-09-04

**Authors:** Tian Du, Matthew J. Sikora, Kevin M. Levine, Nilgun Tasdemir, Rebecca B. Riggins, Stacy G. Wendell, Bennett Van Houten, Steffi Oesterreich

**Keywords:** Invasive lobular breast, Endocrine resistance, LTED, SREBP1, Fatty acid, Cholesterol

## Abstract

**Background:**

Invasive lobular breast carcinoma (ILC) is a histological subtype of breast cancer that is characterized by loss of E-cadherin and high expression of estrogen receptor alpha (ERα). In many cases, ILC is effectively treated with adjuvant aromatase inhibitors (AIs); however, acquired AI resistance remains a significant problem.

**Methods:**

To identify underlying mechanisms of acquired anti-estrogen resistance in ILC, we recently developed six long-term estrogen-deprived (LTED) variant cell lines from the human ILC cell lines SUM44PE (SUM44; two lines) and MDA-MB-134VI (MM134; four lines). To better understand mechanisms of AI resistance in these models, we performed transcriptional profiling analysis by RNA-sequencing followed by candidate gene expression and functional studies.

**Results:**

MM134 LTED cells expressed ER at a decreased level and lost growth response to estradiol, while SUM44 LTED cells retained partial ER activity. Our transcriptional profiling analysis identified shared activation of lipid metabolism across all six independent models. However, the underlying basis of this signature was distinct between models. Oxysterols were able to promote the proliferation of SUM44 LTED cells but not MM134 LTED cells. In contrast, MM134 LTED cells displayed a high expression of the sterol regulatory element-binding protein 1 (SREBP1), a regulator of fatty acid and cholesterol synthesis, and were hypersensitive to genetic or pharmacological inhibition of SREBPs. Several SREBP1 downstream targets involved in fatty acid synthesis, including *FASN*, were induced, and MM134 LTED cells were more sensitive to etomoxir, an inhibitor of the rate-limiting enzyme in beta-oxidation, than their respective parental control cells. Finally, *in silico* expression analysis in clinical specimens from a neo-adjuvant endocrine trial showed a significant association between the increase of *SREBP1* expression and lack of clinical response, providing further support for a role of SREBP1 in the acquisition of endocrine resistance in breast cancer.

**Conclusions:**

Our characterization of a unique series of AI-resistant ILC models identifies the activation of key regulators of fatty acid and cholesterol metabolism, implicating lipid-metabolic processes driving estrogen-independent growth of ILC cells. Targeting these changes may prove a strategy for prevention and treatment of endocrine resistance for patients with ILC.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-018-1041-8) contains supplementary material, which is available to authorized users.

## Background

Accounting for 10–15% of all breast cancers, invasive lobular breast carcinoma (ILC) is the second most common histological subtype of breast cancer after invasive ductal cancer (IDC) [1, 2]. Tumor cells in classic ILC are small and round and invade the stroma in a discohesive single-file pattern, which can be attributed largely to the loss of E-cadherin (*CDH1*) [1]. Comparative analysis of luminal A ILC and IDC identified genomic and transcriptional differences between the two histological subtypes, including frequency of FOXA1 and GATA3 mutations, and activation of immune and metabolism pathways [3, 4]. ILC generally exhibits low rates of Ki67 and HER2 positivity, and more than 90% of ILC tumors are estrogen receptor–positive (ER^+^) [1–3]. Paradoxically, despite these favorable prognostic and predictive features, there is accumulating evidence that some patients with ILC have worse long-term survival compared with stage/grade-matched IDC [5–9].

Anti-estrogen therapy, targeting ER signaling, is an important part of the treatment for patients with ER^+^ breast cancer; however, its efficacy is often limited by intrinsic and acquired endocrine resistance. Mediators of endocrine resistance include loss of expression or genomic aberration (for example, mutations) of ER, altered expression of ER co-regulators and cell cycle signaling molecules, increased signaling of growth factor receptor pathways, and enhanced autophagy [10–12]. There have been only a limited number of studies testing the mechanism of anti-estrogen resistance in ILC, identifying potential roles for signaling through estrogen-related receptor gamma (ERRγ) [13], ERβ [14], FGFR1 [15, 16], and MAPK1 [17]. However, mechanisms of endocrine resistance in this understudied subtype of breast cancer remain largely unknown.

We have recently described a set of genes that are uniquely estrogen-regulated in ILC cells [15] and specifically identified WNT4 as an important mediator of estrogen-induced growth in ILC cells [18]. To test whether WNT4 played a similar role in anti-estrogen resistance in ILC, we generated long-term estrogen-deprived (LTED) MDA-MB-134VI (MM134) and SUM44PE (SUM44) ILC cell lines to mimic resistance to aromatase inhibitors (AIs) in the clinic and subsequently showed WNT4 overexpression in a subset of these models [18]. The objective of this study was to perform a comprehensive and unbiased characterization of these ILC LTED cell line models with the goal of identifying potential mechanisms of resistance. Here, we show that ILC LTED cells activate drivers of fatty acid/cholesterol metabolism, which could have therapeutic consequences and thus should pave the way for additional studies on unique cellular metabolism in lobular breast cancer.

## Methods

### Cell culture and reagents

SUM44PE (Asterand Bioscience, Detroit, MI, USA) cells were maintained as described previously [15]. MDA-MB-134VI (MM134) (American Type Culture Collection [ATCC], Manassas, VA, USA) cells were cultured in 1:1 Dulbecco’s modified Eagle’s medium (DMEM) (11,965; Life Technologies, Carlsbad, CA, USA): L-15 (11,415; Life Technologies) + 10% fetal bovine serum (FBS) (26,140; Life Technologies). LTED cell lines were generated as recently described [18]. Briefly, SUM44PE cells were cultured in 1:1 DMEM: L-15 + 10% FBS for 3 months to generate SUM44F cells, which have a stronger proliferative response to 17β-estradiol (E2) [18]. SUM44F and MM134 cells were hormone-deprived and then maintained in improved minimal essential medium (IMEM) (A10488; Life Technologies; Richter’s modification, no Phenol Red, no Gentamycin) + 10% charcoal-stripped FBS (CSS) (12,676, lot 1,747,185; Life Technologies) for 6–12 months to acquire endocrine resistance (Additional file 1: Figure S1). Four MM134 LTED variants (LTED-A, -B, -D, and -E) and two SUM44 LTED variants (LTED-A and -B) were generated independently. SUM44F was used as the parental cell line for SUM44 LTED cells in this study. CSS lot 1,747,185 was used for the majority of the experiments herein, but owing to unavailability of the same lot after its depletion, some studies were performed using FBS that was charcoal-stripped in our laboratory using a previously described methodology (26,140, lot 1,715,928; Life Technologies) [19]. The majority of experiments were repeated in both CSS lots to ensure consistent phenotypes. All cell lines were incubated at 37 °C in 5% carbon dioxide. Cell lines were authenticated at the University of Arizona Genetics Core and confirmed to be mycoplasma-negative with a MycoAlert Mycoplasma Detection Kit (LT07; Lonza, Basel, Switzerland). Authenticated cells were in continuous culture for less than 8 months (except during the establishment of LTED models).

For hormone deprivation, cells were washed twice daily for 3 days. For each wash, cells were rinsed twice with serum-free IMEM and then cultured in IMEM + 10% CSS. A minimum 1-h interval was kept between two washes.

E2 (E8875; Sigma-Aldrich, St. Louis, MO, USA), 25-hydroxycholesterol (25-HC) (SC-214091; Santa Cruz, Dallas, TX, USA), and 27-hydroxycholesterol (27-HC) (SC-358756; Santa Cruz) were dissolved in ethanol. PF429242 (SML0667; Sigma-Aldrich) was dissolved in double-distilled water (ddH_2_O). ICI 182,780 (ICI/fulvestrant) (1047; Tocris Bioscience, Avonmouth, Bristol, UK), etomoxir (E1905; Sigma-Aldrich), orlistat (O4139; Sigma-Aldrich), Fatostatin (F8932; Sigma-Aldrich), and TOFA (T6575; Sigma-Aldrich) were dissolved in dimethylsulfoxide (DMSO) (4-X; ATCC).

### Growth assays, dose response, and two-dimensional colony formation

For growth assays, 16,000 cells were seeded per well in 96-well plates. Parental cells were hormone-deprived before seeding. Day 0 was set as 24 h after seeding. Cells were harvested each day from day 0 to day 5. For dose response, cells were treated with vehicle (control) or a different concentration of drugs 24 h after seeding. Cell proliferation was quantified by using the Fluoreporter double-stranded DNA quantification kit (F2692; Life Technologies) in accordance with the instructions of the manufacturer. Fluorescence was assessed by using a VICTOR X4 plate reader (PerkinElmer, Waltham, MA, USA). The half maximal inhibitory concentration (IC_50_) was quantified with GraphPad Prism version 5.04 (GraphPad Software, La Jolla, CA, USA) using non-linear regression (log(inhibitor) versus response; three parameters).

For the two-dimensional (2D) colony formation, 5,000 cells per well were evenly seeded in six-well plates, media was changed once per week, and cells were harvested on day 15. Cells were washed twice with cold phosphate-buffered saline (PBS) and then fixed for 10 min with ice-cold 100% methanol. Fixed cells were stained with 0.5% crystal violet (C3886; Sigma-Aldrich. Dissolved in 25% methanol) for 10 min and further washed with H_2_O. Pictures of each well were taken with a SZX16 Stereo Microscope (Olympus, Tokyo, Japan). Colonies with radium of more than 25 μM were counted with cellSens Dimension version 1.9 (Olympus).

### RNA interference

Small interfering RNA (siRNA) was reverse-transfected into cells 24 h after cell seeding using Lipofectamine RNAiMAX transfection reagents (13,778,150; Life Technologies) in accordance with the instructions of the manufacturer. Specifically, for each well in a 96-well plate, cells were treated with 1 pmol *SREBP1* siRNA and 1 pmol *SREBP2* siRNA or with 2 pmol non-target siRNA. SiRNA sequences are provided in Additional file 2: Table S1.

### Q-RT-PCR

RNA was extracted with a Qiagen RNeasy kit (74,106; Qiagen, Hilden, Germany). iScript reverse transcription supermix (1,708,841; Bio-Rad Laboratories, Hercules, CA, USA) was used to generate cDNA. Quantitative polymerase chain reaction (PCR) was then carried out with a CFX384 Real-Time PCR Detection System (Bio-Rad Laboratories) using SsoAdvanced SYBR Green Master Mix (Bio-Rad Laboratories). *RPLP0* was used as the internal control to normalize gene expression. Primer sequences are provided in Additional file 2: Table S1.

### Immunoblotting

For whole cell lysis, cells were lysed with RIPA buffer supplied with Halt Protease and Phosphatase inhibitor (78,842; Thermo Fisher Scientific, Waltham, MA, USA). Nuclear proteins were extracted with NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (78,833; Thermo Fisher Scientific) in accordance with the instructions of the manufacturer. Proteins were separated by SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes. Protein bands were detected by fluorescence with Odyssey CLX imaging system (LI-COR Biosciences, Lincoln, NE, USA). The following primary antibodies were used: anti-ERα (8644; Cell Signaling Technology, Danvers, MA, USA; dilution 1:1000), anti-SREBP1 (SC-13551; Santa Cruz; dilution 1:200), anti-β-actin (A5441; Sigma-Aldrich; dilution 1:2500), and anti-FASN (3180S; Cell Signaling Technology; dilution 1:1000). Anti-PCNA (NA03; EMD Millipore, Billerica, MA, USA; dilution 1:1000) was kindly provided by Yi Huang (UPMC Hillman Cancer Center) and used as the internal control for nuclear protein.

### RNA-sequencing and differential expression analysis

Parental and LTED MM134 and SUM44 cells were seeded in triplicates in six-well plates. Parental cells were hormone-deprived for 3 days before cell collection. RNA was isolated by using an Illustra RNAspin Mini Kit (25–0500-72; GE Healthcare, Little Chalfont, UK). RNA-sequencing (RNA-Seq) was carried out by Illumina HiSeq 2000. Raw sequence data were mapped to hg38 genome (ensemble release version 82) and gene counts were quantified with Salmon (version 0.6.0) [20] using default settings. RNA-Seq mapping rates are provided in Additional file 3: Table S2. Differentially expressed (DE) analysis was performed with R package DESeq2 [21] in MM134 cells and SUM44 cells independently. DE genes in individual LTED variants were called using the following criteria: absolute log2(fold change) > log2(1.5) and Benjamini-Hochberg–adjusted *P* value of less than 0.001. The complete list of DE genes is available in Additional file 4: Table S3. RNA-Seq raw sequence data are available via GSE116744 from gene expression omnibus (GEO) (http://ncbi.nlm.nih.gov/geo/).

The gene expression (microarray) data of SUM44 tamoxifen-resistant (SUM44 TamR) and parental cells (SUM44PE) were downloaded from GEO [GSE12708]. Probes with the highest interquartile range were selected for genes that matched to multiple probes. DE analysis was performed with R package Limma [22], and a Benjamini-Hochberg–adjusted *P* value of less than 0.05 was used to call DE genes in SUM44 TamR cells.

### Heatmap clustering

The Salmon output of gene-level transcript per million (TPM) counts was used, first transforming by log2 (TPM + 1). The top 1000 most variable genes in MM134 or SUM44 cells (by interquartile range) were used for the heatmap. Relative expression values were calculated as fold change to the average expression level in parental cells. Hierarchical clustering of genes was conducted by using the heatmap.3 function (https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R) under R version 3.2.2. The relationship between genes in terms of expression patterns across different samples was quantified with a Euclidean distance measure and visualized with complete-linkage clustering.

### Pathway analysis

Pathway analysis was conducted with Ingenuity Pathway Analysis (IPA) using genes that were differentially expressed in at least three MM134 LTED variants or both SUM44 LTED variants. Complete pathway analysis results are shown in Additional file 5: Table S4. *GseaPreranked* function in Gene Set Enrichment Analysis (GSEA) (version 2.2.2, Broad Institute, Cambridge, MA, USA) was performed using the Reactome cholesterol synthesis signature (Additional file 5: Table S4), downloaded from the Molecular Signature Database (MsigDB, version 6.0, Broad Institute). DE genes ranked by their log2(fold change) were used as input. Default settings in *GseaPreranked* were used except the following parameters: “Enrichment statistic” was “Classic” and “Min size: exclude smaller sets” was set to be 0.

### LC-MS/MS analysis

Cells were washed twice with cold PBS, scratched off the plate, and resuspended in cold PBS, and cell suspensions for each sample were spiked with cholesterol-d_7_ (1.27 nmoles) and 16:0-cholesterol ester-d_7_ (1.58 nmoles) internal standards and extracted using two volumes of isopropanol/chloroform/formic acid (50/50/0.1). Samples were centrifuged at 3000 revolutions per minute at room temperature for 10 min. The bottom layer (organic) was transferred to a clean vial and dried under N_2_. Samples were reconstituted in 150 μL of chloroform/methanol (1:2) for high-performance liquid chromatography-electrospray ionization tandem mass spectrometry analysis (LC-MS/MS).

Samples were analyzed on a Sciex 5000 triple quadrupole coupled to a Shimadzu/CTC Leap HPLC system (Sciex, Framingham, MA, USA). Cholesterol and metabolites (for example, 27-HC) were separated by a Luna C18(2) reversed-phase column (5 μ, 2 X 100 mm; Phenomenex, Torrence, CA, USA) at a flow rate of 0.63 mL/min using a linear gradient. Solvent A consisted of water/acetonitrile/formic acid (50/50/0.1), and solvent B consisted of acetonitrile/iso-propanol/formic acid (40/60/0.1). The gradient started at 50% B and increased over 6 min to 100% B, which was maintained for 5 min and followed by a 4-min equilibration at initial conditions. Cholesterol esters were separated using the same column and flow rate, but the solvent system consisted of water/acetonitrile/formic acid (10/90/0.1) for solvent A and acetonitrile/isopropanol//formic acid (20/80/0.1) for solvent B. The gradient started at 55% B and increased over 9 min to 100% B, which was maintained for 4 min and followed by a 4-min equilibration at initial conditions. Samples were analyzed in positive ion mode using the following MS source and compound parameters: collision gas 5, curtain gas 40, ion source gas 1 55, ion source gas 2, 50, ion spray voltage 5500, temperature 600 °C, de-clustering potential 90, entrance potential 5, collision exit potential 10, and a collision energy of 25. The following transitions were used for cholesterol, 27-hydroxylcholesterol, and cholesterol esters: 369.3➔161.3 cholesterol and cholesterol esters, 376.4➔161.3 cholesterol-d_7_ and 16:0-cholesterol ester-d_7_, and 385.3➔215.1 27-hydroxylcholesterol. Cholesterol was quantified by using a standard curve developed with standards and the cholesterol-d_7_ internal standard. Cholesterol esters were reported by integrating the total peak areas for cholesterol ester species detected and quantified using the 16:0-cholesterol ester and 16:0-cholesterol ester-d_7_ standard curve. Cholesterol, 27-hydroxylcholesterol, and cholesterol esters are reported as nanomoles per 1000,000 cells for cell lysate.

### Analysis of clinical samples

Gene expression microarray data of ER^+^ breast cancers treated with letrozole were obtained from the GEO database [GEO: GSE20181] [23]. Gene expression changes after 3-month treatment with letrozole were determined for genes of interest in responders and non-responders, as defined by tumor volume reduction by 50%. Pearson’s chi-squared test was used to check the dependence of the gene expression change and the response to letrozole.

## Results

### Growth and hormone response of MM134 and SUM44 LTED cells

The MM134 and SUM44 LTED cells were generated by growing parental cells in hormone-deprived serum (IMEM + 10% charcoal-stripped FBS, CSS) over 6–12 months until the emergence of several estrogen-independent clones, which were subsequently maintained in this medium [18] (Additional file 1: Figure S1). Growth analyses showed that all of the LTED clones had significantly increased growth rates as compared with their parental lines grown in CSS (Parental [CSS]) (Fig. 1a), confirming their estrogen-independent growth. While the LTED cells proliferated more slowly than their respective parental lines grown in FBS (Parental [FBS]) over 5 days (Fig. 1a), 3/4 MM134 and 2/2 SUM44 LTED clones showed significantly increased growth or colony number (or both) in colony formation assays over 15 days, suggesting that LTED cells have higher clonogenic ability (Fig. 1b). Neither parental cells nor LTED variants, however, were able to form colonies in soft agar when grown in CSS (Additional file 1: Figure S2A). These results are likely due to different signaling pathways governing 2D and 3D growth in CSS versus FBS.

**Fig. 1:**
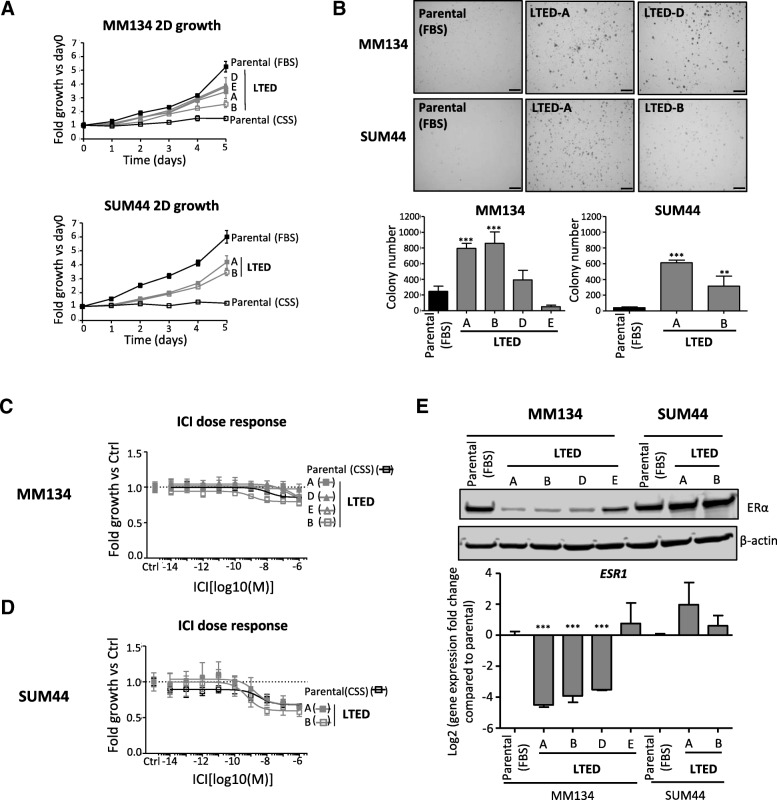
MM134 and SUM44 long-term estrogen deprivation (LTED) cells have different estrogen receptor (ER) activity. **a** Growth curve of LTED and their parental cells. Parental cells were cultured in either their normal growth media (FBS, 1:1 DMEM:L-15 + 10% FBS) or the hormone-deprived media (CSS, IMEM + 10% CSS). Parental cells in the CSS group were hormone-deprived before seeding. “(FBS)” and “(CSS)” were used to represent the normal growth media and hormone-deprived media, respectively, throughout the article. SUM44F served as the parental cell line for SUM44 LTED cells in the article. Plots are representative of three independent experiments. Data are mean ± standard deviation (SD) of six replicates. **b** Two-dimensional (2D) colony formation of parental (grown in FBS) and LTED (grown in CSS) cells. Pictures of MM134 LTED-A and LTED-D colonies were selected as representative pictures for MM134 LTED cell lines. Five thousand cells were seeded per well in six-well plates, and cells were stained with crystal violet after 15 days. The colonies with radium of more than 25 μm were counted for the colony numbers. Scale bar, 1 mm. Plots are representative of two independent experiments. Data are mean ± SD of three replicates. One-way analysis of variance (ANOVA) followed by Dunnett’s post hoc test for multiple comparisons, **P <0.01, ***P <0.001. (**c**, **d**) Dose response ICI 182, 780 (ICI) in MM134 (**c**) and SUM44 (**d**) LTED cells. Cells were treated with vehicle (Ctrl) or drugs for 5 days before collection. Plots are representative of at least two independent experiments. Data are mean ± SD of six replicates. **e** ERα (Western blot; top) and *ESR1* (quantitative reverse transcription-polymerase chain reaction, or qRT-PCR; bottom) expression in MM134 and SUM44 LTED and parental cells. Data in the lower panel are mean ± SD of three replicates. One-way ANOVA followed by Dunnett’s post hoc test for multiple comparisons, ***P <0.001. Abbreviations: *CSS* charcoal-stripped fetal bovine serum, *DMEM* Dulbecco’s modified Eagle’s medium, *FBS* fetal bovine serum, *IMEM* improved minimal essential medium.

To comprehensively characterize the endocrine response of the LTED cell lines, we performed dose response assays with E2 and ICI 182,780 (ICI). These growth assays showed that MM134 and SUM44 LTED cells do not respond to E2 (Additional file 1: Figure S2B). In SUM44 LTED cells, we observed some weak growth inhibition with estradiol; however, this was a weak effect that varied with different lots of CSS (Additional file 1: Figure S2B, bottom panel). ICI had no effect on MM134 LTED (Fig. 1c) but did result in growth inhibition of SUM44 LTED cells (Fig. 1d). These results were supported by analysis of ER protein levels in MM134 and SUM44 LTED cells, showing decreased and increased ER expression compared with their parental cells, respectively (Fig. 1e). Collectively, these data suggest that the two ILC LTED cell line models differ in their hormone response; MM134 LTED cells had very low ER protein levels and lacked a hormone response, whereas SUM44 LTED cells maintained high ER expression and had some response to ICI.

### Activation of lipid synthesis-related pathways in ILC LTED cells

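RNA-Seq libraries came from 3 wells each of MM134 parental cells, MM134 LTED-A, LTED-B, LTED-D and LTED-E, SUM44F parental cells, and SUM44 LTED-A and LTED-B. MM134 and SUM44 are ER-positive cell lines from human invasive lobular carcinoma, and the parental cells had been hormone-deprived for 3 days. Another 3 libraries came from the SUM44PE culture, which the paper does not compare with the LTED cells. The libraries were made with a kit for stranded total RNA. The authors estimated the number of fragments per Ensembl gene with Salmon 0.6.0 and deposited these estimated counts for 60619 genes, without normalization for library size or gene length. How fragments shared between overlapping genes or near-identical copies were divided depends on that estimate. The counts summed to between 28583554 and 134882175 per library (median 44018412). In MM134, the median total was 32057151 in parental cells (28583554 to 33811162), 57059708 in LTED-A (54982585 to 101378762), 43853197 in LTED-B (42051154 to 44018412), 36997864 in LTED-D (32284183 to 45318846) and 47110250 in LTED-E (40460425 to 52502195). In SUM44, it was 49294696 in SUM44F (44487388 to 76250461), 111689734 in LTED-A (39941907 to 134882175), 42580213 in LTED-B (34591553 to 97697516) and 38846279 in SUM44PE (35614898 to 47109047). Replicates 2 and 3 of SUM44 LTED-A differed by less than the sampling noise of independent counts. The chi-square per degree of freedom between their counts, over genes with at least 20 counts in the pair, was 0.312, whereas the other 26 pairs of replicates gave values between 2.35 and 58.2. Replicates 2 and 3 were therefore counted as 1 sample with the mean of their counts (123286443 in all), which leaves n = 2 for SUM44 LTED-A. Estimated counts were rounded to whole numbers, and genes with low counts were removed with edgeR's filterByExpr, which kept 26061 genes in MM134 and 26834 in SUM44. Within each cell line, every LTED variant was compared with the parental cells by edgeR's two-sided quasi-likelihood test on counts normalized by TMM. As in the paper, DE genes had a fold change above 1.5 in either direction and a Benjamini-Hochberg adjusted p below 0.001. Levels are normalized CPM, and positions are those of GENCODE v44 on hg38. A group whose libraries all had 3 counts or fewer of a gene was treated as below detection, and a fold against it is a lower bound.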

To better understand the gene expression and pathway changes in LTED cells, we performed transcriptional profiling by RNA-Seq on LTED clones and their respective parental cells. Heatmap (Fig. 2a) and principal component analysis (Fig. 2b) showed that the different LTED variants were similar to each other and distinct from their parental cells by gene expression. 

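In MM134, the first 3 principal components of log2(CPM + 1) of the 1000 genes with the largest interquartile range held 54.9%, 20.8% and 12.0% of the variance. Parental cells had a PC1 score of -47.0 ± 0.427 (SD, n = 3). The LTED variants had PC1 scores of 25.0 ± 0.0622 (LTED-A), 3.42 ± 0.196 (LTED-B), 0.0925 ± 0.203 (LTED-D) and 18.6 ± 0.0854 (LTED-E; SD, n = 3 each). On PC2, the variants spread from -21.4 ± 0.514 (LTED-E) to 23.1 ± 0.419 (LTED-D; SD, n = 3 each). Over the same genes, the Euclidean distance between a parental and an LTED library was 59.3 to 74.8 (median 65.4), between libraries of different variants 37.3 to 51.2 (median 43.2), and between replicates 5.66 to 17.0 (median 7.54). In SUM44, PC1 held 79.1% and PC2 14.8% of the variance. The PC1 score was -41.6 ± 1.65 (SD, n = 3) in SUM44F cells, 17.3 ± 1.94 (SD, n = 2) in LTED-A and 30.1 ± 0.145 (SD, n = 3) in LTED-B. Parental and LTED libraries were 64.7 to 74.3 apart (median 71.9), LTED-A and LTED-B libraries 38.1 to 41.6 (median 39.8), and replicates 7.74 to 23.5 (median 10.7). A pseudocount of 0.1 in place of 1 moved the share of PC1 in MM134 the most, to 47.6%. Across all genes tested, the log2 fold changes of any 2 MM134 variants correlated with an r between 0.735 and 0.846, and 72.3% to 80.8% of genes changed in the same direction. For LTED-A and LTED-B of SUM44, r was 0.742 and 76.5% of genes changed in the same direction. Genes are not independent replicates, and variants compared with the same parental libraries share their error. Unchanged groups compared with the same parental libraries were simulated 20 times, which gave an r of at most 0.230 in MM134 and 0.194 in SUM44. The simulated groups were centred on the mean of these parental libraries, which leaves out the shared error. The simulation therefore cannot say how much of r that error explains.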

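Of the 26061 genes tested in MM134, 7972 were DE in at least 1 LTED variant. In at least 3 variants, 1781 genes were upregulated and 1819 downregulated, which gives 3600 genes that changed in the same direction. All 4 variants shared 2267 of these, of which 1085 were upregulated and 1182 downregulated. Another 2611 genes were DE in 1 variant only, and 255 were upregulated in some variants and downregulated in others. None of 20 simulations with unchanged groups, centred on the mean of the parental libraries, gave a gene called in 3 or more variants. The simulations leave out the error of the parental libraries, so they cannot exclude shared calls that come from it. Without a minimum fold change, 7753 genes changed in the same direction in at least 3 variants, the largest move among the alternatives tried. Genes DE in the same direction in all 4 variants, with a mean of at least 1 CPM over all MM134 libraries, were ranked by their least changed variant. The largest rise was that of PLS3 (ENSG00000102024, chromosome X, 115561174 to 115650861). It was below detection in parental cells (at most 3 counts) and reached 160 CPM in LTED-A and 32.6 CPM in LTED-E, at least 1651-fold and at least 337-fold higher. AGR3 (ENSG00000173467, chromosome 7, 16859412 to 16881987) was also below detection in parental cells. It was at least 603-fold higher in LTED-A and at least 81.2-fold higher in LTED-D, where the genes around it also rose, with a median log2 fold change of 0.51. S100A14 (ENSG00000189334, chromosome 1, 153614255 to 153616986) rose from 0.193 CPM, at most 7 counts, with log2 fold changes of 8.78 (LTED-B) to 11.17 (LTED-A). The largest falls were those of PLAAT5 (ENSG00000168004, chromosome 11, 63461404 to 63491194), BRINP1 (ENSG00000078725, chromosome 9, 119153458 to 119369435) and KCNC2 (ENSG00000166006, chromosome 12, 75040077 to 75209839). PLAAT5 was at 56.3 CPM in parental cells and had log2 fold changes from -8.86 (LTED-D) to -7.79 (LTED-A). BRINP1 fell from 27.2 CPM (-9.13 in LTED-D to -6.78 in LTED-B), and KCNC2 from 34.8 CPM (-8.61 in LTED-E to -6.24 in LTED-D).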

Three thousand three hundred fifty-nine DE genes (upregulated *n* = 1653 and downregulated *n* = 1706) were shared in at least three MM134 LTED cell lines (Additional file 1: Figure S3A; Additional file 4: Table S3), and 2106 genes were shared in all four lines (*P* <2.2e-16). Three thousand two hundred sixteen DE genes (upregulated *n* = 1448, downregulated *n* = 1768) were shared by the two SUM44 LTED variants (*P* <2.2e-16) (Additional file 1: Figure S3B; Additional file 4: Table S3). 

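In SUM44, 26834 genes were tested and 6500 were DE in LTED-A or LTED-B. The variants shared 2632 DE genes with the same direction, 1168 upregulated and 1464 downregulated, and another 110 genes changed in opposite directions. Simulations of unchanged groups, centred on the mean of the SUM44F libraries, gave 0 shared DE genes in each of 20 runs. They leave out the error of the SUM44F libraries, so they cannot exclude shared calls that come from it. A minimum fold change of 2 in place of 1.5 moved the number by the largest ratio, to 1480 genes, and an adjusted p under 0.05 raised it to 4017. With replicates 2 and 3 of LTED-A as separate samples, an alternative chosen after seeing the data, 2996 genes were shared. Of the genes with the largest changes, ENSG00000225708, a long noncoding RNA gene without a symbol (chromosome 20, 58069054 to 58072070), rose from 0.154 CPM with log2 fold changes of 7.10 in LTED-A and 5.00 in LTED-B. The genes around it rose in LTED-A too, with a median log2 fold change of 0.54. BMPR1B (ENSG00000138696, chromosome 4, 94757955 to 95158448) rose from 0.518 CPM by 5.00 and 6.96 on the log2 scale, and FBXL7 (ENSG00000183580, chromosome 5, 15500180 to 15939795) from 0.158 CPM by 5.06 and 4.98. CCDC178 (ENSG00000166960, chromosome 18, 32937402 to 33441101) was at 32.3 CPM in SUM44F cells and below detection in both variants, at least 434-fold lower in LTED-A and at least 357-fold lower in LTED-B. CPA6 (ENSG00000165078, chromosome 8, 67422038 to 67746378) fell from 21.8 CPM and was at least 293-fold lower in LTED-A, and it had at most 4 counts in an LTED-B library. ANXA1 (ENSG00000135046, chromosome 9, 73151865 to 73170393) fell from 23.4 CPM and was at least 259-fold lower in LTED-B, with at most 4 counts in an LTED-A sample.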

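The models were compared over the 24223 genes tested in both, taking genes DE in at least 3 MM134 LTED variants and in both SUM44 LTED variants. Of 1654 genes upregulated in MM134 and 1143 upregulated in SUM44, 162 were the same, whereas 78.0 were expected by chance (odds ratio 2.39, one-sided Fisher's exact test, p = 2.12e-19). Of 1633 and 1208 downregulated genes, 245 were shared, whereas 81.4 were expected (odds ratio 3.96, one-sided Fisher's exact test, p = 7.52e-58). These make 407 genes with the same direction in both models. Fisher's test treats genes as independent, which co-regulated genes are not. A minimum fold change was the choice that mattered most, and 876 genes were shared without one. Of the genes shared within MM134, 3193 (88.7%) were not among these, and of those shared within SUM44, 2225 (84.5%) were not. Another 336 genes changed in opposite directions. Of these, 217 were upregulated in MM134 and downregulated in SUM44 (82.5 expected, odds ratio 3.29, p = 3.35e-41), and 119 were downregulated in MM134 and upregulated in SUM44 (77.1 expected, odds ratio 1.66, p = 1.31e-06, one-sided Fisher's exact test for both). Across genes, the log2 fold changes of an MM134 and a SUM44 variant correlated with an r between -0.0138 and 0.0726 over the 8 pairs of variants.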

Whereas MM134 LTED and SUM44 LTED cells shared a significant number of DE genes (*n* = 437, *P* <2.2e-16), the majority of DE genes were unique for MM134 LTED or SUM44 LTED cells (Additional file 1: Figure S3C), indicating that the two cell line models have acquired some shared but also many different mechanisms of endocrine resistance.

**Fig. 2:**
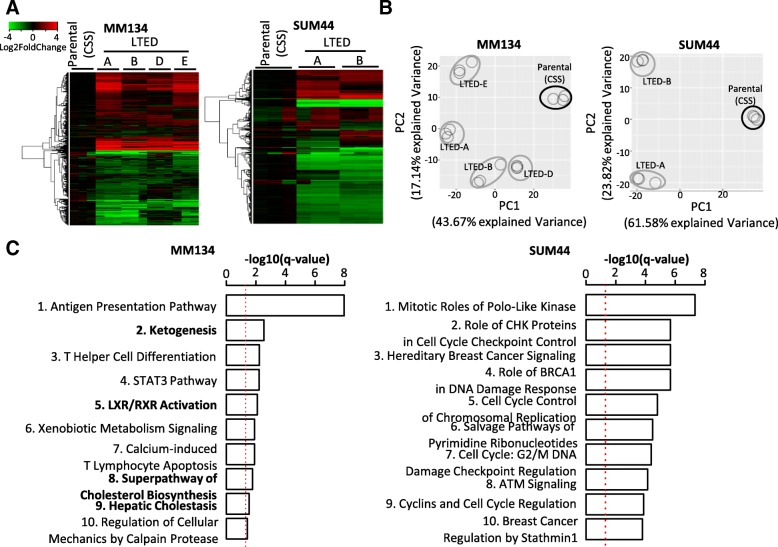
MM134 and SUM44 long-term estrogen deprivation (LTED) cells show different top enriched pathways. (**a**, **b**) Heatmaps (**a**) and principal component analysis (PCA) plots (**b**) of the top 1000 most variable genes. The top 1000 most variable genes were selected using interquartile range (IQR) in MM134 or SUM44 cells independently. The clustering of genes in heatmaps was based on complete-linkage, Euclidean distance hierarchical clustering. **c** Top 10 upregulated pathways in MM134 or SUM44 LTED cells. Ranked by –log10(*P* value). –log10(0.05) is marked with a red line. Cholesterol- and fatty acid-related pathways are labeled in bold. Pathway analyses were performed with Ingenuity Pathway Analysis (IPA) with the commonly upregulated differential expression (DE) genes in at least three MM134 LTED variants (*n* = 1653) or in the two SUM44 LTED variants (*n* = 1448). *P* values were corrected with the Benjamini-Hochberg method

To identify pathways activated in the two resistant models, we applied IPA using the DE genes from MM134 and SUM44 LTED cells (Fig. 2c, Additional file 5: Table S4). The most strongly enriched pathways in MM134 versus SUM44 were distinct, again suggesting at least some differences in mechanisms of endocrine resistance. 

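For the 10 most enriched pathways of each model, Table S4 lists the DE genes that the paper counted in each pathway. The full gene sets of IPA were not available, so enrichment was not tested again. The paper chose the listed genes on these samples, and their calls are not independent evidence. Of 114 distinct genes listed for MM134, 112 (98.2%) were upregulated in at least 3 MM134 variants. In both SUM44 variants, 14 of them (12.3%) were upregulated and 21 downregulated, and of the other genes upregulated in MM134, 8.87% were upregulated in both SUM44 variants. Of the distinct genes listed for SUM44, 93 (90.3%) were upregulated in both SUM44 variants. In at least 3 MM134 variants, 8 of them (7.77%) were upregulated and 9 downregulated, and 14.5% of the other genes upregulated in SUM44 were upregulated in MM134. A minimum fold change of 2 gave the lowest counts, 72 genes for MM134 and 31 for SUM44.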

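All 17 genes that Table S4 lists for "Antigen Presentation Pathway" were upregulated in at least 3 MM134 LTED variants, and 13 of them in all 4. In SUM44, 6 of the 17 were downregulated in both variants and 0 were upregulated in both. Most of the 17 encode MHC class II proteins or their regulators, which present peptides to T cells. The transcriptional activator CIITA (ENSG00000179583, chromosome 16, 10866222 to 10943021) was at 5.94 ± 0.176 CPM in MM134 parental cells and 18.3 ± 0.328 CPM in LTED-A (SD, n = 3 each). Its log2 fold change was 1.62 in LTED-A (SE 0.06, adjusted p = 2.31e-20), 1.16 in LTED-D (SE 0.07, adjusted p = 5.91e-16) and 1.27 in LTED-E (SE 0.06, adjusted p = 2.69e-17). In LTED-B it was -0.03 (SE 0.07, adjusted p = 0.773), and 0.01 without LTED-B replicate 3. In LTED-D, the 200 genes around CIITA rose together, with a median log2 fold change of 0.58. HLA-DRA (ENSG00000204287, chromosome 6, 32439878 to 32445046) rose from 6.92 ± 0.374 CPM in parental cells to 135 ± 0.913 CPM in LTED-A and 15.3 ± 0.357 CPM in LTED-B (SD, n = 3 each). These are log2 fold changes of 4.28 (SE 0.04, adjusted p = 3.59e-35) and 1.14 (SE 0.05, adjusted p = 8.59e-19). A list of 8 MHC class II genes, written before the data were examined, had median log2 fold changes of 5.06, 2.52, 4.09 and 3.65 in LTED-A, LTED-B, LTED-D and LTED-E. Table S4 names all 8 genes too, so in MM134 the list is not independent evidence. Over all genes, 8, 7, 8 and 8 of them were upregulated, with the same counts adjusted over the list alone. In SUM44 LTED-A and LTED-B, the medians were -1.41 and -2.45, and 3 and 7 of the genes were downregulated, again with the same counts adjusted over the list alone. Every one of the 8 genes was lower in both SUM44 variants. Some of them were low and variable in SUM44F cells already, such as HLA-DPB1 (0.90 ± 0.58 CPM), HLA-DRB1 (1.34 ± 0.68 CPM) and HLA-DPA1 (1.81 ± 0.88 CPM, SD, n = 3 each). Against SUM44PE, the medians of the list were -1.02 in LTED-A, with 1 gene higher, and -1.83 in LTED-B. Limma's fry, a rotation test of the list as a whole (two-sided, adjusted over 56 tests), gave adjusted p values from 2.27e-16 to 1.02e-13 in MM134 and of 5.31e-04 and 6.99e-05 in SUM44. HLA genes have near-identical copies, so the division of their counts is less certain than that of other genes. A list of 6 interferon response genes had median log2 fold changes of 1.04 (LTED-A), -0.18 (LTED-B), -0.08 (LTED-D) and -0.20 (LTED-E) in MM134.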

In MM134 LTED cells, the most enriched pathways were related to activation of immune functions and metabolism. Intriguingly, the enriched metabolic pathways were all related to lipid synthesis and lipid metabolism, such as “Ketogenesis” and “Superpathway of Cholesterol Biosynthesis” (indicated in bold in Fig. 2c). 

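All 6 genes listed for "Ketogenesis" were upregulated in at least 3 MM134 variants, and 5 of them in all 4. Among them, ACAT1, BDH1 and HMGCS1 were upregulated in all 4 variants, and HADHB in all but LTED-E. For "Superpathway of Cholesterol Biosynthesis", all 8 listed genes were upregulated in at least 3 variants, and 5 of them in all 4. In SUM44, 0 of the 6 "Ketogenesis" genes and 2 of the 8 cholesterol genes were upregulated in both variants. Table S4 lists 1 gene, ACAT1, for "Ketogenesis" in SUM44. A list of 6 genes of fatty acid beta-oxidation, written in advance, had median log2 fold changes of 0.55, 0.55, 0.52 and 0.32 in MM134 LTED-A, LTED-B, LTED-D and LTED-E. Of the 6, 3, 3, 2 and 1 were upregulated, both over all genes and adjusted over the list alone. The medians in SUM44 were -0.26 (LTED-A) and -0.07 (LTED-B), with 1 and 0 genes downregulated and 3 in each at an adjusted p under 0.05 over all genes.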

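Of the 10 most enriched pathways that Table S4 gives for SUM44, every listed gene of 4 was upregulated in both SUM44 LTED variants. These were 21 genes of "Mitotic Roles of Polo-Like Kinase", 17 of "Role of CHK Proteins in Cell Cycle Checkpoint Control", 20 of "Role of BRCA1 in DNA Damage Response" and 11 of "Cell Cycle Control of Chromosomal Replication". For the others, 26 of 28 ("Hereditary Breast Cancer Signaling"), 16 of 20 ("Salvage Pathways of Pyrimidine Ribonucleotides"), 13 of 14 ("Cell Cycle: G2/M DNA Damage Checkpoint Regulation"), 14 of 15 ("ATM Signaling"), 16 of 17 ("Cyclins and Cell Cycle Regulation") and 26 of 30 genes ("Breast Cancer Regulation by Stathmin1") were upregulated in both. A list of 10 proliferation genes had a median log2 fold change of 1.24 in each SUM44 variant, and every one of the 10 was higher in both. Over all genes, 9 were upregulated in each. Adjusted over the list alone, 10 were upregulated in LTED-A and 9 in LTED-B. The exception was MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423), at 108 ± 12.0 CPM in SUM44F cells (SD, n = 3), 272 ± 102 CPM in LTED-A (SD, n = 2) and 198 ± 9.27 CPM in LTED-B (SD, n = 3). Its log2 fold changes were 1.33 (SE 0.21, adjusted p = 0.00151) and 0.88 (SE 0.19, adjusted p = 0.00665), and DESeq2 called both. TOP2A (ENSG00000131747, chromosome 17, 40388525 to 40417896) rose from 264 ± 2.94 CPM (SD, n = 3) by 0.93 in LTED-A (SE 0.11, adjusted p = 4.65e-06) and 1.18 in LTED-B (SE 0.10, adjusted p = 1.05e-07). In MM134, the medians of the list were -0.49, -0.25, -0.34 and -0.06 in LTED-A, LTED-B, LTED-D and LTED-E, with 4, 2, 2 and 1 genes downregulated over all genes and the same counts adjusted over the list alone.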

Similar pathways were not the primary pathways enriched in SUM44 LTED cells, which in contrast showed activation of DNA repair mechanisms and pathways related to cell cycle checkpoints. This finding was supported by the results from the GSEA, showing significant enrichment of an E2F signature in SUM44 LTED cells (Fig. 3a) but not in MM134 LTED cells (data not shown). These data suggest that one mechanism of endocrine resistance in SUM44 LTED cells is E2F-mediated activation of cell proliferation, previously described for other endocrine-resistant models [24].

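The enrichment of the E2F signature, 24 genes in Table S4 that were all tested here, was computed as in the paper on the DE genes of each variant ranked by log2 fold change. The statistic was the classic, unweighted one, and the p-value came from 10000 random gene sets of the same size (one-sided, in the direction of the score). In SUM44 LTED-A, 11 set genes were among the 4205 ranked DE genes and the enrichment score was 0.64. In SUM44 LTED-B, 15 set genes were among 5037 and the score was 0.53. Both p-values were 1.97e-04, the smallest that the random sets can give (7.98e-04 after Benjamini-Hochberg adjustment over 12 tests of 6 variants and 2 signatures). Of all 24 set genes, 22 were higher in each SUM44 variant, with median log2 fold changes of 0.53 in LTED-A and 0.71 in LTED-B. Among these genes, RANBP1 in LTED-A and SRSF1 in LTED-B lie in chromosome stretches that rose as a whole, and CASP8AP2 in LTED-B in a stretch that fell. Without them, the medians were 0.48 in LTED-A and 0.73 in LTED-B. In MM134, only 5, 3, 2 and 2 set genes were DE in LTED-A, LTED-B, LTED-D and LTED-E, and the p-values were 0.360, 0.639, 0.925 and 0.987. With all tested genes ranked, the direction changed in LTED-B and LTED-D, and the score was negative in LTED-A, LTED-B and LTED-D. The median log2 fold change of the set was -0.30, -0.29, -0.15 and -0.03 in the 4 MM134 variants. The difference between the models was tested directly with an interaction contrast, the mean change of the MM134 variants minus that of the SUM44 variants. Its median over the set was -0.95 on the log2 scale, and 22 of the 24 genes lay on the negative side (fry, two-sided, adjusted p = 3.16e-10). From the enrichment of this signature and of cell cycle pathways, the paper proposes E2F-mediated proliferation as a mechanism of resistance in SUM44 LTED cells.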

**Fig. 3:**
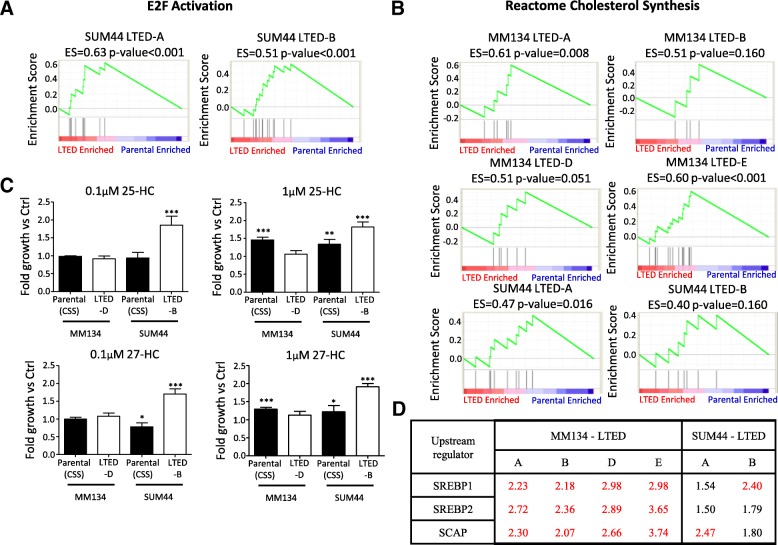
Cholesterol synthesis is predicted to be upregulated in long-term estrogen deprivation (LTED) cells. **(a, b)** Gene set enrichment analysis (GSEA) of (**a**) E2F activation signature and (**b**) cholesterol biosynthesis signature (Reactome Cholesterol Synthesis) in LTED variants. Differential expression (DE) genes used in GSEA were ranked by log2(fold change). **c** Growth of parental and LTED cells with treatment of 25-hydroxycholesterol (25-HC) and 27-hydroxycholesterol (27-HC). Parental cells were hormone-deprived before being seeded in hormone-deprived media (charcoal-stripped fetal bovine serum, or CSS). Cells were collected after 5-day treatment. Fold growth was compared with control group (data not shown), which was treated with vehicle (ethanol). Plots are representative of at least two independent experiments. Data are mean ± standard deviation (SD) of six replicates. One-way analysis of variance (ANOVA) followed by Dunnett’s post hoc test for multiple comparisons was used to test the significance between 25-HC/27-HC–treated groups to the control groups (data not shown), *P <0.05, **P <0.01, ***P <0.001. **d** The activation z-score of sterol regulatory element-binding proteins (SREBPs) in LTED cells. The upstream regulator analysis was performed in individual LTED cell variants separately with Ingenuity Pathway Analysis (IPA) software. DE genes (absolute log2(fold change) > log2(1.5) and adjusted *P* value of less than 0.001) and their log2(fold change) were used as input. Upstream regulators with z-score of more than 2 were defined as “activated” (labeled in red). Abbreviation: *ES* enrichment score.

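Table S4 lists 5 genes for "Superpathway of Cholesterol Biosynthesis" in SUM44: ACAT1, DHCR7, EBP, LBR and MVD. In both SUM44 LTED variants, 4 of the 5 were upregulated. The exception was ACAT1 (ENSG00000075239, chromosome 11, 108116695 to 108147603), with a log2 fold change of 0.49 in LTED-A and 0.60 in LTED-B, of which only the second passed. EBP (ENSG00000147155, chromosome X, 48521799 to 48528716) rose from 34.5 CPM by 0.94 and 0.91 on the log2 scale in LTED-A and LTED-B. LBR (ENSG00000143815, chromosome 1, 225401502 to 225428925) rose from 74.2 CPM by 0.89 and 0.77, and MVD (ENSG00000167508, chromosome 16, 88651935 to 88663161) from 16.5 CPM by 0.86 and 0.68. In at least 3 MM134 variants, 2 of the 5 genes (ACAT1 and DHCR7) were upregulated.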

We noted that although cholesterol-related signatures were not among the top 10 activated pathways in SUM44 LTED cells, the “Superpathway of Cholesterol Biosynthesis” pathway was still significantly enriched in this model (*P* = 0.023, corrected *P* = 0.18). 

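The cholesterol biosynthesis signature of Table S4 has 24 entries, of which 22 were matched to an Ensembl gene and 21 had enough counts to be tested. On the ranked DE genes, with p-values from the same one-sided permutation of gene sets as for the E2F signature, its enrichment score in MM134 was 0.61 in LTED-A (6 set genes, p = 0.0106), 0.49 in LTED-B (5 set genes, p = 0.127), 0.52 in LTED-D (6 set genes, p = 0.0435) and 0.59 in LTED-E (14 set genes, p = 2.00e-04, the smallest possible). In SUM44, the score was 0.45 in LTED-A (10 set genes, permutation p = 0.0228) and 0.48 in LTED-B (8 set genes, permutation p = 0.0320). After adjustment over the 12 enrichment tests, the p-values were 0.0317, 0.190, 0.0745 and 7.98e-04 in MM134 and 0.0548 and 0.0639 in SUM44. In SUM44 LTED-B, the p-value was 0.276 without SUM44F replicate 3. With the statistic weighted by the log2 fold change, the p-values were 0.169, 0.447, 0.327 and 0.0188 in MM134 LTED-A, LTED-B, LTED-D and LTED-E. They were 0.105 in SUM44 LTED-A and 0.137 in SUM44 LTED-B. With all tested genes ranked, they were between 1.97e-04 and 0.00494 in all 6 variants. Median log2 fold changes of the 21 genes were 0.22, 0.22, 0.33 and 0.76 in MM134 LTED-A, LTED-B, LTED-D and LTED-E, with 19, 17, 20 and 21 genes higher than in parental cells. In SUM44 LTED-A and LTED-B, they were 0.45 and 0.39, with 17 and 16 genes higher. Of the DE set genes in SUM44, 8 were upregulated and 2 downregulated in LTED-A, and 7 and 1 in LTED-B. The difference between the models (MM134 minus SUM44) had a median of -0.04 over the signature (fry, two-sided, adjusted p = 0.0651), with 10 of 21 genes on the positive side.

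**Figure D1:**
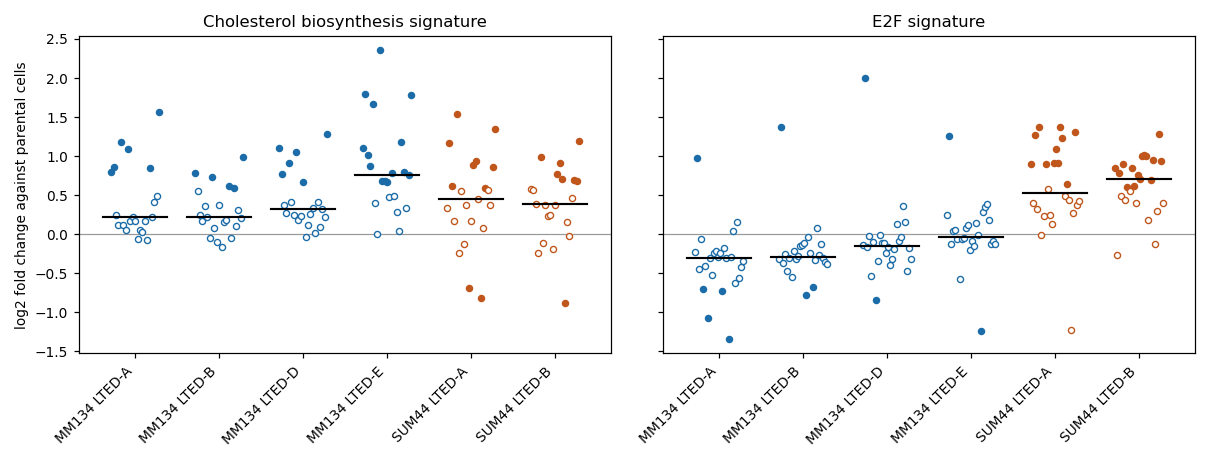
Log2 fold change against parental cells (y axis) of each tested gene of the cholesterol biosynthesis signature (left) and the E2F signature (right) in each LTED variant (x axis; blue, MM134; orange, SUM44). Filled points are DE genes, open points are not, and the black line is the median, which for the cholesterol signature lies between 0.22 (MM134 LTED-A) and 0.76 (MM134 LTED-E).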

A possible activation of cholesterol synthesis in MM134 and SUM44 LTED cells was further suggested by results from GSEA, which identified a modest enrichment of a cholesterol synthesis signature (Fig. 3b).

“Ketogenesis” involves β-oxidation of fatty acids [25], whereas the “Superpathway of cholesterol biosynthesis”, “LXR/RXR Activation”, and “Hepatic Cholestasis” are closely associated with both cholesterol and fatty acid transport and metabolism [26, 27]. We did not detect differences in total intracellular free cholesterol and cholesterol esters between parental MM134 or SUM44 and LTED cells (Additional file 1: Figure S4). As cholesterol metabolites (for example, 27-HC) were increased in endocrine-resistant IDC cells [28, 29], we investigated their potential role in our ILC LTED models. Although we were unable to quantify 27-HC because the levels were below the limit of detection in our assays, growth assays showed that the cholesterol metabolites 25-HC and 27-HC could promote the proliferation of SUM44 LTED cells, as well as MM134 and SUM44 parental cells grown in CSS, suggesting a potential similar role of cholesterol metabolites in endocrine-resistant ER^+^ ILC models (Fig. 3c).

### Upregulation of sterol regulatory element-binding factor SREBP1 and other fatty acid synthesis enzymes in LTED ILC cells

Lipid homeostasis is closely regulated by sterol regulatory element-binding factors (SREBPs/SREBFs) [30, 31]. The SREBP family that has been proposed to have roles in tumor differentiation, metastasis, and dormancy [32–34] contains two genes, *SREBP1* and *SREBP2*, which encode three protein isoforms: SREBP1a, SREBP1c, and SREBP2. Functionally, SREBP1c and SREBP2 regulate fatty acid synthesis and cholesterol synthesis, respectively, while SREBP1a regulates both of these pathways [35, 36]. 

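The calls of 5 genes were examined in all 6 LTED variants: SREBF1 (the HGNC symbol of SREBP1), FASN, FGFR4, AKR7A3 and FKBP11. SUM44 TamR cells were not analysed here. All 5 were upregulated in both SUM44 variants and in at least 3 MM134 variants. SREBF1 (ENSG00000072310, chromosome 17, 17810399 to 17837002) was at 108 ± 3.29 CPM in MM134 parental cells and 289 ± 14.2 CPM in LTED-A (SD, n = 3 each), a log2 fold change of 1.42 (SE 0.04, adjusted p = 5.48e-25). It rose by 0.82 in LTED-B and 1.08 in LTED-E, and by 0.51 in LTED-D, below the minimum fold change (SE 0.04, adjusted p = 1.99e-13). In SUM44F cells, SREBF1 was at 142 ± 18.9 CPM (SD, n = 3), and it rose by 0.88 in LTED-A (SE 0.11, adjusted p = 1.31e-05) and 0.85 in LTED-B (SE 0.10, adjusted p = 5.81e-06). FASN (ENSG00000169710, chromosome 17, 82078338 to 82098294) was at 363 ± 11.6 CPM in MM134 parental cells (SD, n = 3) and rose by 3.12, 1.95, 2.36 and 2.59 in LTED-A, LTED-B, LTED-D and LTED-E (SE 0.05 each). In SUM44, FASN rose from 381 ± 40.8 CPM (SD, n = 3) by 0.85 in LTED-A (SE 0.13, adjusted p = 7.30e-05) and 1.19 in LTED-B (SE 0.12, adjusted p = 7.16e-07). In SUM44 LTED-B, 97.1% of the 35 genes nearest to FASN also rose, with a median log2 fold change of 0.82. FGFR4 (ENSG00000160867, chromosome 5, 177086905 to 177098144) rose by 2.14, 1.04 and 1.13 in MM134 LTED-A, LTED-B and LTED-D, by 0.45 in LTED-E, below the minimum fold change, and by 2.17 and 1.05 in SUM44 LTED-A and LTED-B. AKR7A3 (ENSG00000162482, chromosome 1, 19282573 to 19288770) rose by 1.11 (LTED-E) to 2.00 (LTED-D) in MM134, and by 1.70 and 0.88 in SUM44. FKBP11 (ENSG00000134285, chromosome 12, 48921518 to 48926474) had the lowest levels, 2.88 ± 0.0830 CPM in MM134 parental cells and 4.73 ± 0.182 CPM in SUM44F cells (SD, n = 3 each). It rose by 0.83 (LTED-B) to 1.96 (LTED-A) in MM134 and by 0.93 in SUM44 LTED-B. In SUM44 LTED-A, FKBP11 rose by 0.66 (SE 0.12, adjusted p = 6.25e-04), and each fit that left out a SUM44F or LTED-B library gave a log2 fold change of 0.64 to 0.68 that did not pass. With a minimum fold change of 2, 1 of the 5 genes, FGFR4, passed in both models.

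**Figure D2:**
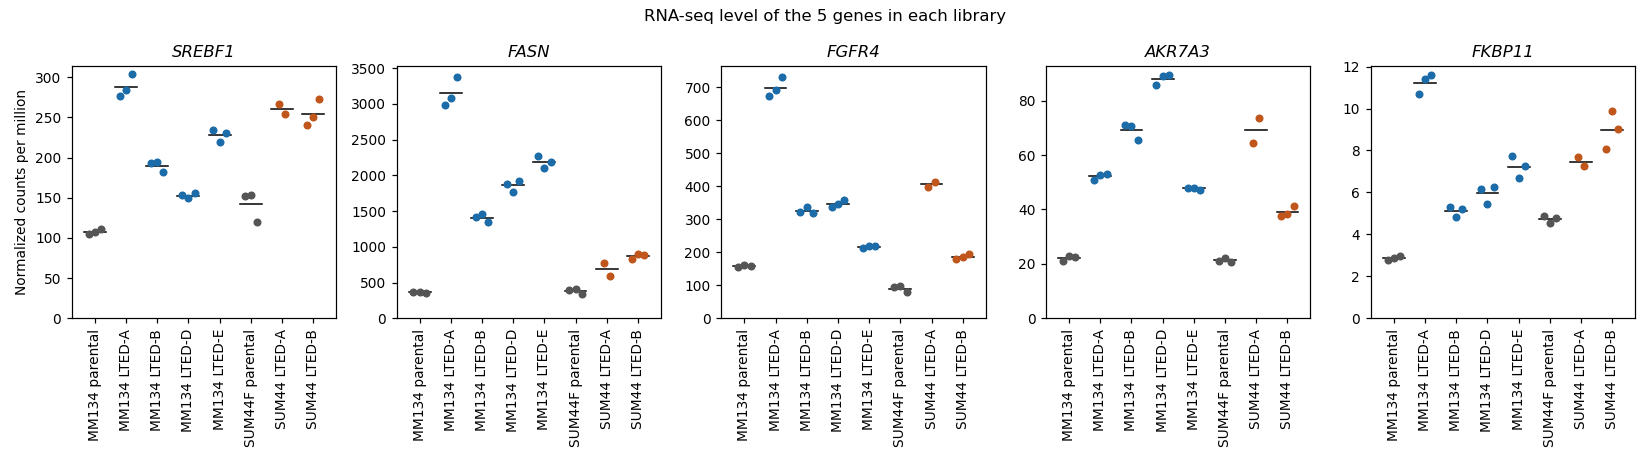
Normalized CPM (y axis, from 0) of the 5 genes in each library, by group (x axis; grey, parental; blue, MM134 LTED; orange, SUM44 LTED), with the mean of each group as a horizontal line. SUM44 LTED-A has 2 points, because replicates 2 and 3 were counted as 1 sample; the means of FASN reach 3152 CPM in MM134 LTED-A and 868 CPM in SUM44 LTED-B.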

We identified *SREBP1* as one of the only five genes (*SREBP1*, *FASN*, *FGFR4*, *AKR7A3*, and *FKBP11*) that were commonly upregulated in MM134 LTED, SUM44 LTED, and SUM44 TamR cells (previously described by Riggins et al. [13]). Further supporting a role for the SREBP family in endocrine resistance in ILC, IPA upstream regulator analysis showed that SREBP1, SREBP2, and SCAP (SREBP cleavage-activating protein) were activated in the ILC LTED models (Fig. 3d). 

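Upstream regulator analysis reads a regulator's activity from its targets, and the RNA of the regulators themselves was measured in the same libraries. SREBF2 (SREBP2; ENSG00000198911, chromosome 22, 41833105 to 41907306) was at 79.4 ± 4.61 CPM in MM134 parental cells (SD, n = 3). Its log2 fold change was 0.49 in LTED-A, 0.40 in LTED-B and 0.22 in LTED-D, all below the minimum fold change, and 0.81 in LTED-E (SE 0.04, adjusted p = 4.76e-18). In SUM44, SREBF2 rose from 73.0 ± 10.1 CPM (SD, n = 3) by 1.59 in LTED-A (SE 0.15, adjusted p = 1.15e-05), where the nearest 40 genes rose by a median of 0.53, and by 0.51 in LTED-B (SE 0.14, adjusted p = 0.0118). SCAP (ENSG00000114650, chromosome 3, 47413681 to 47477126) was at 111 ± 1.01 CPM in MM134 parental cells and 53.7 ± 7.53 CPM in SUM44F cells (SD, n = 3 each). It rose by 0.37 to 0.54 in the MM134 variants and by 0.18 and 0.33 in SUM44 LTED-A and LTED-B, below the minimum fold change in all 6.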

Expression analysis of the three SREBP isoforms (SREBP1a, SREBP1c, and SREBP2) showed upregulation of *SREBP1a* in all MM134 and SUM44 LTED lines (Fig. 4a, and Additional file 1: Figure S5). At the protein level, the precursor SREBP1 (pre-SREBP1) was increased in MM134 LTED but not in SUM44 LTED cells (Fig. 4b, left panel). Pre-SREBP1 is processed into mature SREBP1 (mSREBP1), which activates the transcription of target genes by binding to the sterol response element in nucleus (Additional file 1: Figure S6). Our cell fractionation and immunoblot analyses showed upregulation of mSREBP1 in the nucleus in MM134 LTED cells compared with parental cells (Fig. 4b, right panel), supporting increased transcriptional activity in endocrine-resistant MM134 cells.

**Fig. 4:**
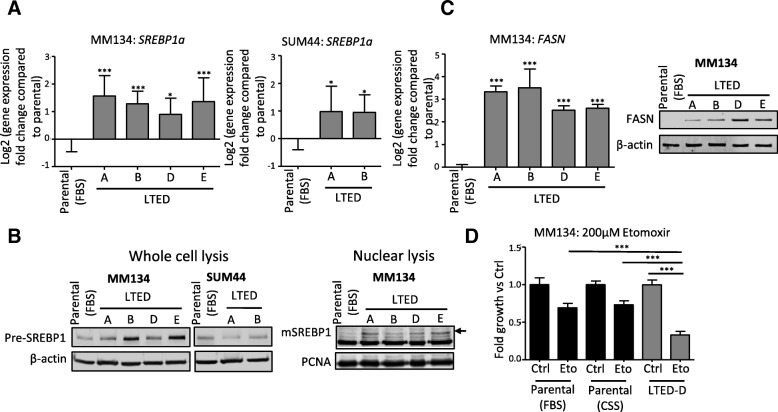
Cholesterol synthesis regulator, sterol regulatory element-binding protein 1 (SREBP1) is upregulated in long-term estrogen deprivation (LTED) cells. **a** Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) of *SREBP1a* in LTED and parental cells. Parental cells were cultured in their normal growth media (fetal bovine serum, or FBS). Plots are the combination of data from three independent experiments. Data are mean ± standard deviation (SD) of nine replicates. One-way analysis of variance (ANOVA) followed by Dunnett’s post hoc test for multiple comparisons, *P <0.05, **P <0.01, ***P <0.001. **b** The expression of precursor SREBP1 (pre-SREBP1) and mature SREBP1 (mSREBP1) in parental and LTED cells. Because of their similar molecular weight (54 amino acid difference in length), SREBP1a and SREBP1c were not separated in the gel. β-actin and PCNA were used as internal control in the whole cell lysis and nuclear lysis, respectively. The band of mSRBP1 is labeled with an arrow. Blots of whole cell lysis are representative of three independent experiments, and the blot of nuclear lysis is a single experiment. **c** RNA and protein expression levels of fatty acid synthase (*FASN*). Plots are representative of two independent experiments. Data in the left panel are mean ± SD of three replicates. One-way ANOVA followed by Dunnett’s post hoc test for multiple comparisons, *P <0.05, **P <0.01, ***P <0.001. **d** The growth inhibition of MM134 parental and LTED cells by etomoxir. MM134 LTED-D was selected as the representative variant of MM134 LTED cells. This figure is the same experiment as the dose response curve of etomoxir in Additional file 1: Figure S8B. Plot is representative of two independent experiments. Data are mean ± SD of six replicates. One-way ANOVA followed by Dunnett’s post hoc test for multiple comparisons, ***P <0.001

Given the known role of SREBP1 in fatty acid synthesis [30, 31], we asked whether FASN, a key enzyme regulating fatty acid synthesis and direct target gene of SREBP1, was also induced in LTED cells. RNA and protein analysis showed significant upregulation of *FASN* in all four MM134 LTED lines (Fig. 4c), and there was a trend toward higher expression in the SUM44 LTED cells (Additional file 1: Figure S7A). Significant *FASN* upregulation was also previously reported in SUM44 TamR cells [13]. Expression of other key enzymes in the fatty acid synthesis pathway (*ACACA*, *ACLY*, and *SCD*) was also upregulated but with variation among the different LTED cell lines (Additional file 1: Figure S7B).

FASN plays an important role in the *de novo* synthesis of long-chain fatty acids, which promotes the progression of tumors by fueling both membrane synthesis and energy production through β-oxidation [37, 38]. Since the pathway analysis also suggested activation of “Ketogenesis”, which involves the β-oxidation of fatty acids [25], we set out to determine whether the LTED cells were more dependent on fatty acid synthesis compared with their parental cells. Therefore, we treated the cells with various inhibitors of fatty acid synthesis and fatty acid oxidation. There was no significant difference between parental and LTED cells upon treatment with orlistat and TOFA, inhibitors of FASN and ACACA, respectively (Additional file 1: Figure S8A, B). However, MM134 LTED cells were significantly more sensitive to etomoxir, an inhibitor of carnitine palmitoyltransferase 1 (CPT-1), the rate-limiting enzyme in β-oxidation, than their parental cells (Fig. 4d, Additional file 1: Figure S8B). Collectively, these data suggest that the ILC LTED cell lines activate and induce a number of enzymes critical in fatty acid and cholesterol metabolism for energy production.

### Role for SREBPs in endocrine-resistant cell lines and in clinical samples

Next, we set out to directly assess the role of SREBP family members in the growth of the LTED cells. We selected two siRNA pools that target both genes (*SREBP1* and *SREBP2*) simultaneously, thereby inhibiting potential compensatory mechanisms. Successful knockdown was confirmed by quantitative reverse transcription-polymerase chain reaction (q-RT-PCR), which also showed that SREBP knockdown resulted in decreased levels of the target gene *FASN*, as expected (Fig. 5a). Decreased SREBP levels significantly inhibited the proliferation of MM134 LTED cells by more than 50% without having an effect in MM134 parental cells (Fig. 5b, Additional file 1: Figure S9C). MM134 LTED cells were also significantly more sensitive than their parental cells to PF429242 (Fig. 5c), an inhibitor of SREBP maturation. Similar siRNA knockdown studies were performed in SUM44 cells, which showed decreased growth in both parental and LTED cells (Additional file 1: Figure S9A–C). When treated with PF429242, the SUM44 LTED cells were more sensitive than their parental cells (Fig. 5d), although the effect is less pronounced compared with MM134 cells. Fatostatin, a drug preventing SCAP-mediated escort of SREBP and thus interfering with downstream transcriptional effects, also inhibited growth of MM134 LTED cells (Fig. 5e), with minimal effects in SUM44 LTED cells (Additional file 1: Figure S9D).

**Fig. 5:**
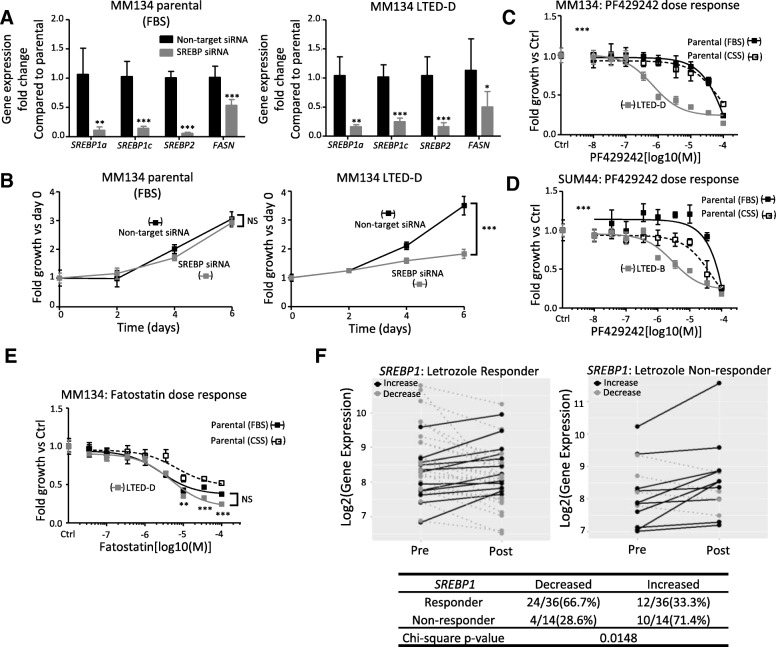
Abrogation of sterol regulatory element-binding proteins (SREBPs) inhibits the growth of long-term estrogen deprivation (LTED) cells. **a** Knockdown efficiency of *SREBP1* and *SREBP2* in MM134 parental and LTED-D cells. mRNA was collected 72 h after reverse transfection with small interfering RNA (siRNA). Data are mean ± standard deviation (SD) of six replicates collected from two independent experiments. Two-tailed Welch’s unequal variances *t* test, *P ≤0.05, **P <0.01, ***P <0.001. **b** Growth curve of MM134 parental and LTED cells with SREBP knockdown. Parental and LTED cells in 96-well plates were reverse-transfected with 1 nM siSREBP1 and 1 nM siSREBP2 (SREBP siRNA) or 2 nM non-target siRNA. Parental cells were cultured in their normal growth media (fetal bovine serum, or FBS). Two-way analysis of variance (ANOVA), ***P <0.001. **(c, d)** Dose response of PF429242, an inhibitor of SREBP1 and SREBP2, in MM134 (**c**) and SUM44 (**d**) parental and LTED cells. Parental cells were grown in normal growth media (FBS) and hormone-deprived media (charcoal-stripped fetal bovine serum, or CSS) to control the effect of media on the drug. Plots are representative of two independent experiments. Data are mean ± SD of six replicates. Two-way ANOVA (LTED versus parental in FBS), ***P <0.001. **e** Dose response of Fatostatin in MM134 parental and LTED cells. Parental cells were grown in normal growth media (FBS) or hormone-deprived media (CSS) to control the effect of media on the drug. Plots are representative of two independent experiments. Data are mean ± SD of six replicates. Two-way ANOVA was used to compare the dose response curves (LTED versus parental in FBS). Two-tailed *t* tests were performed to compare the inhibition rates of Fatostatin on LTED and parental (FBS) at 10 μm, 35 μm, and 100 μm independently. **P <0.01, ***P <0.001. **f** The expression change of *SREBP1* with 3-month letrozole treatment in letrozole responders (*n* = 36) and non-responders (n = 14). Black solid lines, increased expression of *SREBP1* with 3-month treatment; gray dashed lines, decreased expression of *SREBP1* with 3-month treatment. Gene expression data for letrozole-treated patients were downloaded from Gene Expression Omnibus [GSE20181]. Pearson’s chi-squared test. Abbreviation: *NS* not significant.

Finally, to assess potential clinical relevance of SREBPs in endocrine resistance, we measured *SREBP1* and *SREBP2* expression in breast tumors following estrogen deprivation therapy. Specifically, we performed *in silico* gene expression analysis in 50 primary ER^+^ breast cancers before treatment (“pre”) and after 3 months of treatment (“post”) with the AI letrozole [23]. Tumors with reduction greater than 50% or less than 50% in volume were classified as letrozole responders (*n* = 36) and non-responders (*n* = 14), respectively. Following the 3-month regimen, non-responders had a higher incidence of increased expression of *SREBP1* (Fig. 5f) compared with letrozole responders (10/14, 71.4% versus 12/36, 33.3%; Pearson’s chi-squared test, *P* value = 0.0148). *SREBP2* upregulation was not significantly different between letrozole responders and non-responders (Additional file 1: Figure S10). These data suggest that SREBP1 induction is associated with the development of resistance to estrogen deprivation therapy.

## Discussion

Resistance to endocrine therapy is a major limitation in the treatment of ER^+^ breast cancers. Although there is the increasing realization that ILC is a disease distinct from IDC in many features [1, 2, 4, 5, 39, 40], only a few studies have investigated endocrine resistance with ILC models [13, 18, 24, 41]. In this study, we comprehensively characterized a total of six ILC LTED variants from MM134 and SUM44PE (SUM44F), the two most commonly used ER^+^ ILC cell lines. To the best of our knowledge, we are the first group to generate endocrine-resistant cell models with MM134, a cell line that shows *de novo* tamoxifen resistance [15]. Of note, MM134 LTED cells are also resistant to ICI 182,780 (fulvestrant), which makes them a unique model to investigate ER-independent mechanisms of acquired endocrine resistance.

We found that MM134 and SUM44 LTED cells acquired some shared but also unique adaptive mechanisms of resistance to estrogen deprivation. SUM44 LTED cells showed activated E2F signaling, a pathway that was previously reported to be upregulated in endocrine-resistant IDC [24, 42]. This pathway was not activated in MM134 LTED cells that showed minimal ER expression, and had lost hormone response. Given the recent success of targeting the CDK-RB-E2F signaling pathway [43], SUM44 LTED cells might represent an excellent model for the study of CDK4/6 inhibitors in ER^+^ endocrine-resistant ILC, which we will test in future studies.

An adaptive mechanism of resistance that was shared between the two ILC LTED models was the activation of fatty acid and cholesterol metabolism pathways. 

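In the RNA-Seq data, a list of 4 fatty acid synthesis genes (FASN, ACACA, ACLY and SCD), written before the data were examined, had median log2 fold changes of 1.49, 0.82, 1.06 and 1.69 in MM134 LTED-A, LTED-B, LTED-D and LTED-E, and of 0.81 and 0.86 in SUM44 LTED-A and LTED-B. All 4 genes were higher in each of the 6 variants. Of the 4, 2, 2, 3 and 4 were upregulated in the MM134 variants and 3 and 2 in the SUM44 variants, with the same counts adjusted over the list alone. By fry, the adjusted p of the list was between 4.84e-14 and 2.01e-11 in MM134, and 0.00127 and 8.87e-04 in SUM44 LTED-A and LTED-B. SCD (ENSG00000099194, chromosome 10, 100347233 to 100364826) rose from 468 ± 19.0 CPM in MM134 parental cells (SD, n = 3) by 1.27 (LTED-D) to 2.99 (LTED-E), and from 287 ± 33.6 CPM in SUM44F cells (SD, n = 3) by 1.18 in both variants (adjusted p = 6.34e-07 and 1.97e-07). ACLY (ENSG00000131473, chromosome 17, 41866917 to 41930542) was called in MM134 LTED-E (0.65) and SUM44 LTED-A (0.78) only. ACACA (ENSG00000278540, chromosome 17, 37084992 to 37406836) was called in MM134 LTED-D (0.84) and LTED-E (0.78), and had log2 fold changes of 0.17 (adjusted p = 0.238) and 0.07 (adjusted p = 0.564) in SUM44 LTED-A and LTED-B. In SUM44 LTED-B, ACACA changed direction without SUM44F replicate 3 (-0.01). For the cholesterol biosynthesis signature, fry gave adjusted p values from 5.40e-12 (LTED-E) to 1.13e-07 (LTED-B) in MM134, and 0.00295 and 0.00345 in SUM44 LTED-A and LTED-B. Among the evidence that the paper gives for activated lipid metabolism are a modest enrichment of cholesterol synthesis genes and the upregulation of SREBP1 and FASN. It lists both among the genes upregulated in MM134 and SUM44 LTED cells. In its separate RNA and protein assays, FASN was significantly upregulated in MM134 LTED cells. In SUM44 LTED cells, those assays gave a trend against parental cells grown in FBS. Its inhibitor and knockdown experiments were not analysed here.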

High cholesterol level was reported to be a risk factor of the early recurrence in breast cancers [44]. The BIG 1-98 study [45] showed that cholesterol-lowering medication was related to improved clinical outcomes in early-stage hormone receptor–positive breast cancers, suggesting a potential role of cholesterol in causing endocrine resistance. Recent studies by Simigdala et al. [28] and Nguyen et al. [29] showed upregulation of cholesterol biosynthesis in AI-resistant breast cancer. In addition, Martin et al. [41] recently reported that SUM44 LTED cells have higher fatty acid dependency than their parental cells, which was hypothesized to be due to increased expression of fatty acid metabolism genes as a result of an *ESR1* mutation in this set of LTED cells. Of note, *ESR1* is not mutated in any of our ILC cell line models [41]. Although (at least in part owing to technical limitations) we were unable to detect higher levels of cholesterol, cholesterol esters, and oxysterols, we did observe an increased sensitivity of SUM44 LTED cells to 25-HC, which was not seen in MM134 LTED. These results are in line with the previously reported findings that oxysterols can directly bind to and activate ER [28, 46] and that, in the absence of estrogen, oxysterols can activate growth in an ER-dependent manner [28, 29]. However, oxysterols can also bind to other nuclear receptors such as farnesoid X receptor (FXR), liver X receptor (LXR), retinoic acid receptor-related orphan receptor (ROR), peroxisome proliferator-activated receptors (PPAR), and pregnane X receptor (PXR) [47, 48], and thus further studies are required to fully define the expression and action of oxysterols in the LTED cells.

A series of enzymes critically involved in fatty acid synthesis were induced in our ILC LTED models, especially FASN, which is known to be highly expressed in many human epithelial cancers and their pre-neoplastic lesions [38]. The upregulation of FASN has been linked to the acquisition of resistance to chemotherapy in breast and ovarian cancers [49–52]; however, there is limited information about an association between FASN and endocrine resistance. And whereas one study showed that FASN inhibition could reverse anti-estrogen resistance in MCF7 cells [53], others showed that FASN blockade increased the sensitivity of ER to E2 [54, 55] and thus there might be context-dependent effects that need to be elucidated further. Interestingly, two studies [56, 57] recently reported that endocrine therapy increases the risk of newly developed fatty liver, but it is not clear whether and how this might be linked to FASN expression in this setting. Of note, we did not observe increased sensitivity to fatty acid synthesis inhibitors, which might be due to the increased ability to use exogenous fatty acids when the *de novo* synthesis pathway is inhibited [58–60]. This has been reported in prostate cancer cells, which could be inhibited only by C75 and SB204990, inhibitors of FASN and ACLY, respectively, in the absence of lipoprotein, the transporter of exogenous fatty acid and cholesterol [61].

The ILC LTED cells showed increased sensitivity to genetic and pharmacologic inhibition of SREBP, and consistently stronger effects were seen in MM134 LTED cells. Similarly, gene expression changes were more pronounced in MM134 LTED cells. These data suggest that activation of lipid-metabolic pathways might not be related to activation of ligand-independent ER signaling but could drive fatty acid oxidation (FAO), membrane synthesis, or other processes (Fig. 6). 

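In the RNA-Seq data, the difference between the models, the mean log2 fold change of the MM134 variants minus that of the SUM44 variants, was tested as an interaction. It was 1.48 for FASN (SE 0.09, adjusted p = 7.10e-14), 0.81 for SCD (SE 0.07, adjusted p = 1.47e-10) and 0.49 for ACACA (SE 0.07, adjusted p = 1.65e-06), so these rose more in MM134 when SUM44F cells are the reference. ACACA lies below the minimum difference of 1.5-fold. For SCD and ACACA, this does not hold with SUM44PE as the reference, for which the difference was not tested. Against SUM44PE, the log2 fold changes in SUM44 LTED-A and LTED-B were 2.24 and 2.24 for SCD, above the mean of the MM134 variants, and 0.64 and 0.53 for ACACA, on both sides of that mean. They were 1.59 and 1.92 for FASN, below each MM134 variant, and 1.52 and 1.48 for SREBF1, above each MM134 variant. With SUM44F, the difference was 0.09 for SREBF1 (SE 0.08, adjusted p = 0.396) and -0.21 for ACLY (SE 0.07, adjusted p = 0.00983). Over the list of 4 fatty acid synthesis genes, the median difference was 0.65, with 3 genes on the positive side (fry, two-sided, adjusted p = 2.95e-07), also with SUM44F as the reference. Against SUM44PE, its medians in SUM44 LTED-A and LTED-B were 1.38 and 1.42, within the range of the MM134 variants. Over the list of 6 beta-oxidation genes, the median difference with SUM44F was 0.60, with 5 genes on the positive side (adjusted p = 3.08e-10, same test). CPT1A (ENSG00000110090, chromosome 11, 68754620 to 68844410), the gene on the other side, had a difference of -0.37 (SE 0.05, adjusted p = 1.67e-06).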

In support of increased FAO, we found that LTED cells were more sensitive to etomoxir, an inhibitor of CPT-1, the rate-limiting enzyme in β-oxidation of fatty acids. However, these results need to be interpreted with caution, as etomoxir can elicit off-target effects, especially at higher doses such as those used in our studies [62]. In addition, the well-described inverse relationship between fatty acid synthesis and oxidation argues against increased FAO in LTED cells [63, 64].

**Fig. 6:**
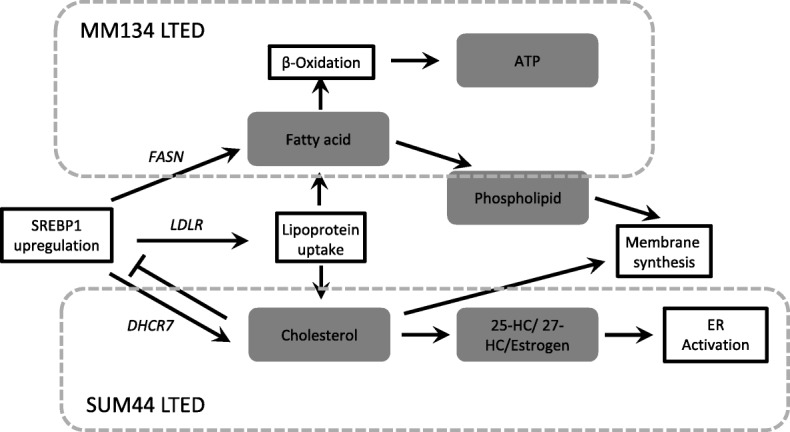
Proposed working model for role of sterol regulatory element-binding protein 1 (SREBP1) signaling in invasive lobular carcinoma (ILC) long-term estrogen deprivation (LTED) cells. Genes: the upregulated genes in MM134 or SUM44 LTED cells compared with parental cells, which were validated in the *in vitro* experiments or based on the RNA-sequencing (RNA-Seq) data or both. Black arrow, the potential pathway of SREBP1 promoting the survival of LTED cells

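DHCR7 (ENSG00000172893, chromosome 11, 71428193 to 71452868) rose from 17.1 ± 1.12 CPM in MM134 parental cells (SD, n = 3) by 1.57, 0.99, 1.28 and 1.78 in LTED-A, LTED-B, LTED-D and LTED-E (SE 0.05 each, adjusted p at most 5.43e-15). In SUM44F cells, DHCR7 was at 85.5 ± 11.8 CPM (SD, n = 3), and it rose by 1.35 in LTED-A (SE 0.11, adjusted p = 1.07e-07) and 1.19 in LTED-B (SE 0.10, adjusted p = 1.34e-07). The difference between the models was 0.12 (SE 0.09, adjusted p = 0.286).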

A recent elegant study by Chen et al. [65] showed that activation of an SREBP-dependent lipogenic program promoted treatment resistance and metastasis in patients with prostate cancer. Of note, SREBPs were reported to regulate a number of other biological pathways such as cell proliferation and differentiation, insulin signaling, and immune response [66–70]. Further studies are required to determine how SREBPs contribute to endocrine resistance in ILC and whether inhibition of SREBP1 would resensitize our LTED models to endocrine therapy.

A potential limitation of our studies is that the generation of LTED cells depends on incubating the cells in CSS, in which the charcoal-stripping removes not only estradiol but also other lipophilic compounds. One could argue that the upregulation of fatty acid and cholesterol metabolism pathways might be a result of decreased lipid levels in CSS. Although this cannot be totally ruled out, we think it is unlikely since *SREBP1* levels were also upregulated in SUM44 TamR cells, which were kept in the same media as their parental cells (serum-free media with supplement of hormones) [13]. Also, our RNA-Seq analysis was performed by using RNA from parental cells kept in CSS for 3 days, thereby removing the potential effect of medium difference between parental and LTED cells on DE gene calling. Thus, we propose that the upregulation of *SREBP1* in LTED cells, and potentially the activation of lipid metabolism, is not caused by the culturing the cells in CSS but instead a mechanism of resistance to estrogen deprivation. Another limitation of our study is that the confirmation in clinical samples was performed using data from a trial that included both patients with IDC and patients with ILC. Currently, there are no gene expression data available from a neoadjuvant trial with sufficiently large numbers of patients with ILC and treatment response data (for example, Ki67) to perform such analyses. An elegant study by Arthur et al. [69] analyzed gene expression in ILC compared with IDC tumors in the neoadjuvant setting; however, the study was limited to responders and thus does not allow comparison of SREBP levels between sensitive and resistant tumors. Finally, our cell line studies were limited to *in vitro* studies at this point in time, and future studies should include mouse models, which would further solidify our findings.

## Conclusions

Our studies provide novel and potentially clinically relevant data on overexpression of and dependency on key enzymes in the fatty acid/cholesterol pathways that collectively suggest a lipogenic reprogramming of metabolism in endocrine-resistant ILC cells. We propose those key enzymes like SREBP1 and FASN as novel targets that deserve future study for the prevention and treatment of endocrine resistance for patients with ILC.

## Additional files

Additional file 1: **Figure S1.** Procedures of generating long-term estrogen deprivation (LTED) cell models. **Figure S2.** Two-dimensional (2D) and three-dimensional (3D) growth of long-term estrogen deprivation (LTED) cells. **Figure S3** Differential expressed (DE) genes in long-term estrogen deprivation (LTED) cells. **Figure S4.** The level of intracellular free cholesterol and cholesterol esters in parental and long-term estrogen deprivation (LTED) cells. **Figure S5.** The expression of sterol regulatory element-binding protein 1c (*SREBP1c*) and *SREBP2* in long-term estrogen deprivation (LTED) cells. **Figure S6.** The maturation processes of sterol regulatory element-binding proteins (SREBPs). **Figure S7.** The expression of enzymes involved in fatty acid synthesis in long-term estrogen deprivation (LTED) cells. **Figure S8.** Dose response of fatty acid synthesis and β-oxidation inhibitors in long-term estrogen deprivation (LTED) cells. **Figure S9.** The abrogation of sterol regulatory element-binding proteins (SREBPs) in SUM44 long-term estrogen deprivation (LTED) cells. **Figure S10.** Expression of sterol regulatory element-binding proteins (*SREBPs*) in clinical samples.

Additional file 2: **Table S1.** Sequences of primers and small interfering RNAs (siRNAs).

Additional file 3: **Table S2.** Mapping rate of Salmon.

Additional file 4: **Table S3.** Differentially expressed genes in MM134 and SUM44 long-term estrogen deprivation (LTED) cells and SUM44 tamoxifen-resistant cell (SUM44 TamR) cells.

Additional file 5: **Table S4.** Differentially regulated pathways in MM134 and SUM44 long-term estrogen deprivation (LTED) cells.

## Abbreviations

2D: Two-dimensional
25-HC: 25-hydroxycholesterol
27-HC: 27-hydroxycholesterol
AI: Aromatase inhibitor
ATCC: American Type Culture Collection
CPT-1: Carnitine palmitoyltransferase 1
CSS: Charcoal-stripped fetal bovine serum
DE: Differential expression
DMEM: Dulbecco’s modified Eagle’s medium
E2: 17β-estradiol
ER: Estrogen receptor
FAO: Fatty acid oxidation
FASN: Fatty acid synthase
FBS: Fetal bovine serum
GEO: Gene Expression Omnibus
GSEA: Gene set enrichment analysis
ICI: ICI 182,780, fulvestrant
IDC: Invasive ductal carcinoma
ILC: Invasive lobular carcinoma
IMEM: Improved minimal essential medium
IPA: Ingenuity Pathway Analysis
LTED: Long-term estrogen deprivation
MM134: MDA-MB-134-VI
mSREBP1: Mature sterol regulatory element-binding protein 1
PBS: Phosphate-buffered saline
PCR: Polymerase chain reaction
Pre-SREBP1: Precursor sterol regulatory element-binding protein 1
RNA-Seq: RNA-sequencing
RXR: Retinoid X receptor
siRNA: Small interfering RNA
SREBP: Sterol regulatory element-binding protein
SUM44 TamR: SUM44 tamoxifen-resistant cell
TPM: Transcript per million

# Supplementary material for: Key regulators of lipid metabolism drive endocrine resistance in invasive lobular breast cancer
**Source:** Breast Cancer Res. 2018 Sep 4;20:106. doi: 10.1186/s13058-018-1041-8
**Supplement:** Supplementary file 1 — Figure S1. Procedures of generating long-term estrogen deprivation (LTED) cell models. Figure S2. Two-dimensional (2D) and three-dimensional (3D) growth of long-term estrogen deprivation (LTED) cells. Figure S3 Differential expressed (DE) genes in long-term estrogen deprivation (LTED) cells. Figure S4. The level of intracellular free cholesterol and cholesterol esters in parental and long-term estrogen deprivation (LTED) cells. Figure S5. The expression of sterol regulatory element-binding protein 1c (SREBP1c) and SREBP2 in long-term estrogen deprivation (LTED) cells. Figure S6. The maturation processes of sterol regulatory element-binding proteins (SREBPs). Figure S7. The expression of enzymes involved in fatty acid synthesis in long-term estrogen deprivation (LTED) cells. Figure S8. Dose response of fatty acid synthesis and β-oxidation inhibitors in long-term estrogen deprivation (LTED) cells. Figure S9. The abrogation of sterol regulatory element-binding proteins (SREBPs) in SUM44 long-term estrogen deprivation (LTED) cells. Figure S10. Expression of sterol regulatory element-binding proteins (SREBPs) in clinical samples.

## Slide 1
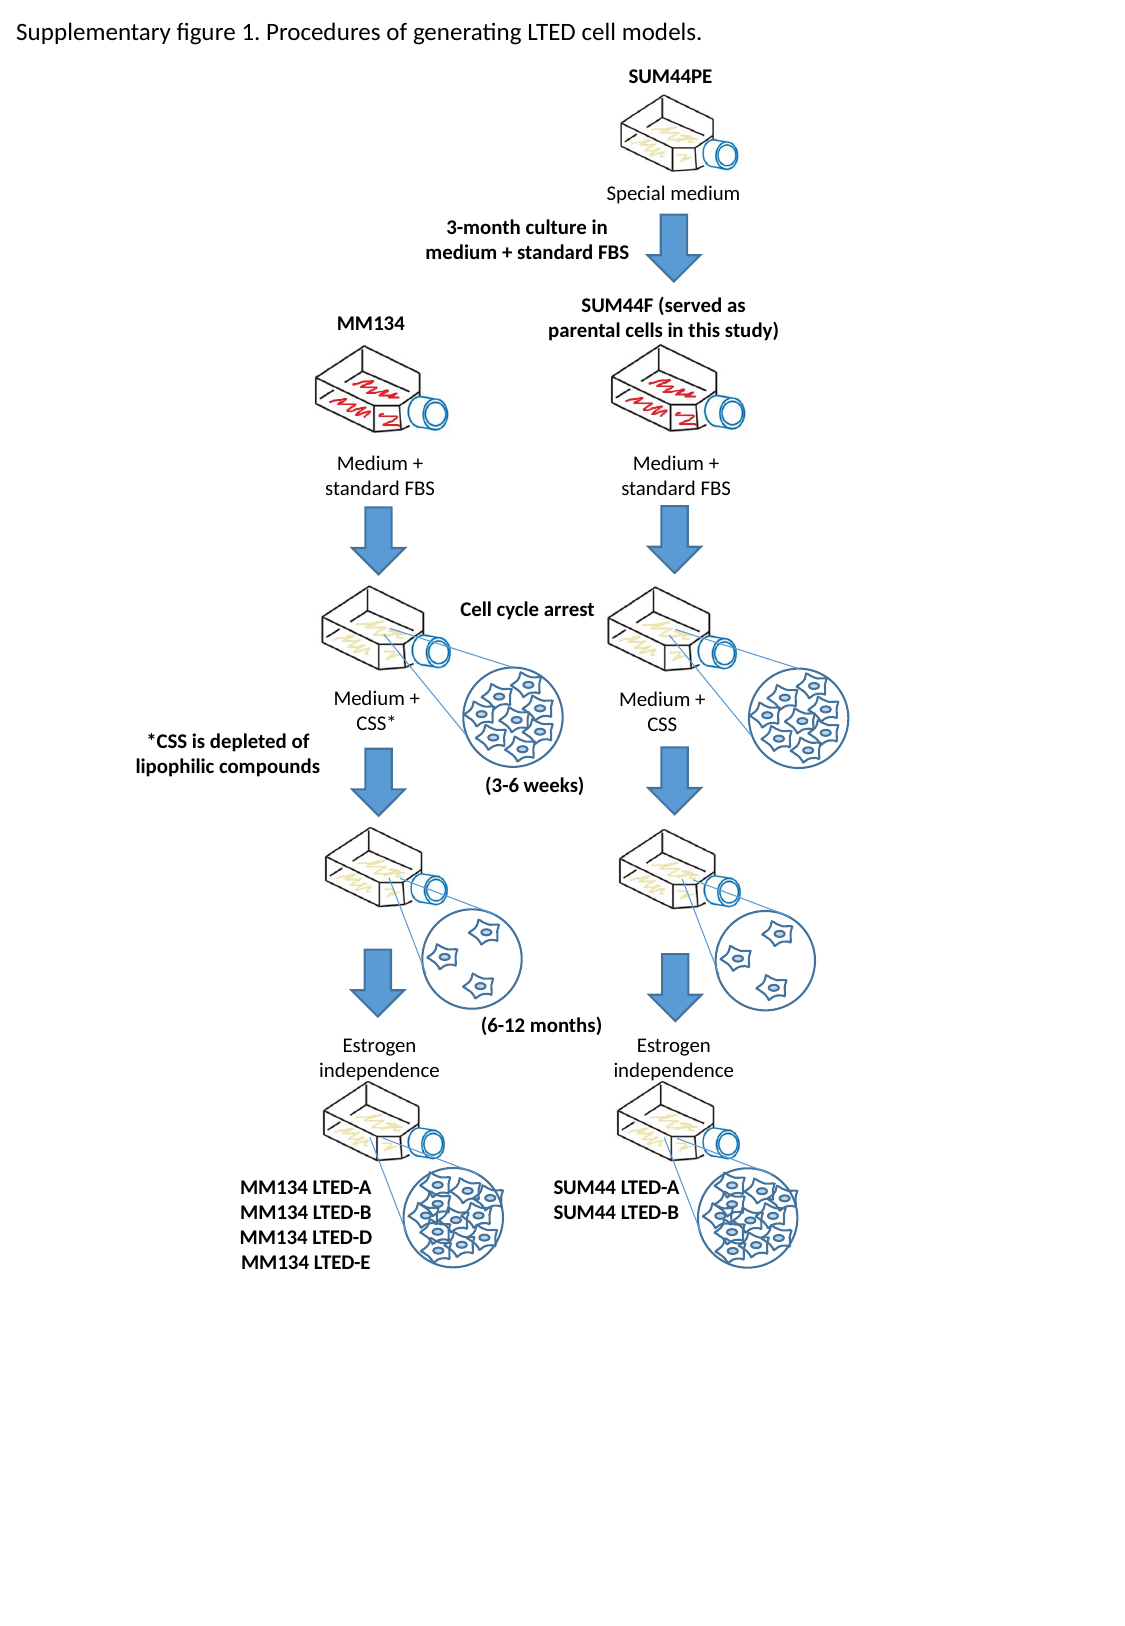

Supplementary figure 1. Procedures of generating LTED cell models.
SUM44PE
Special medium
3-month culture in medium + standard FBS
SUM44F (served as parental cells in this study)
MM134
Medium + standard FBS
Medium + standard FBS
Medium + CSS*
Cell cycle arrest
Medium + CSS
*CSS is depleted of lipophilic compounds
(3-6 weeks)
(6-12 months)
Estrogen
independence
Estrogen
independence
SUM44 LTED-A
SUM44 LTED-B
MM134 LTED-A
MM134 LTED-B
MM134 LTED-D
MM134 LTED-E

## Slide 2
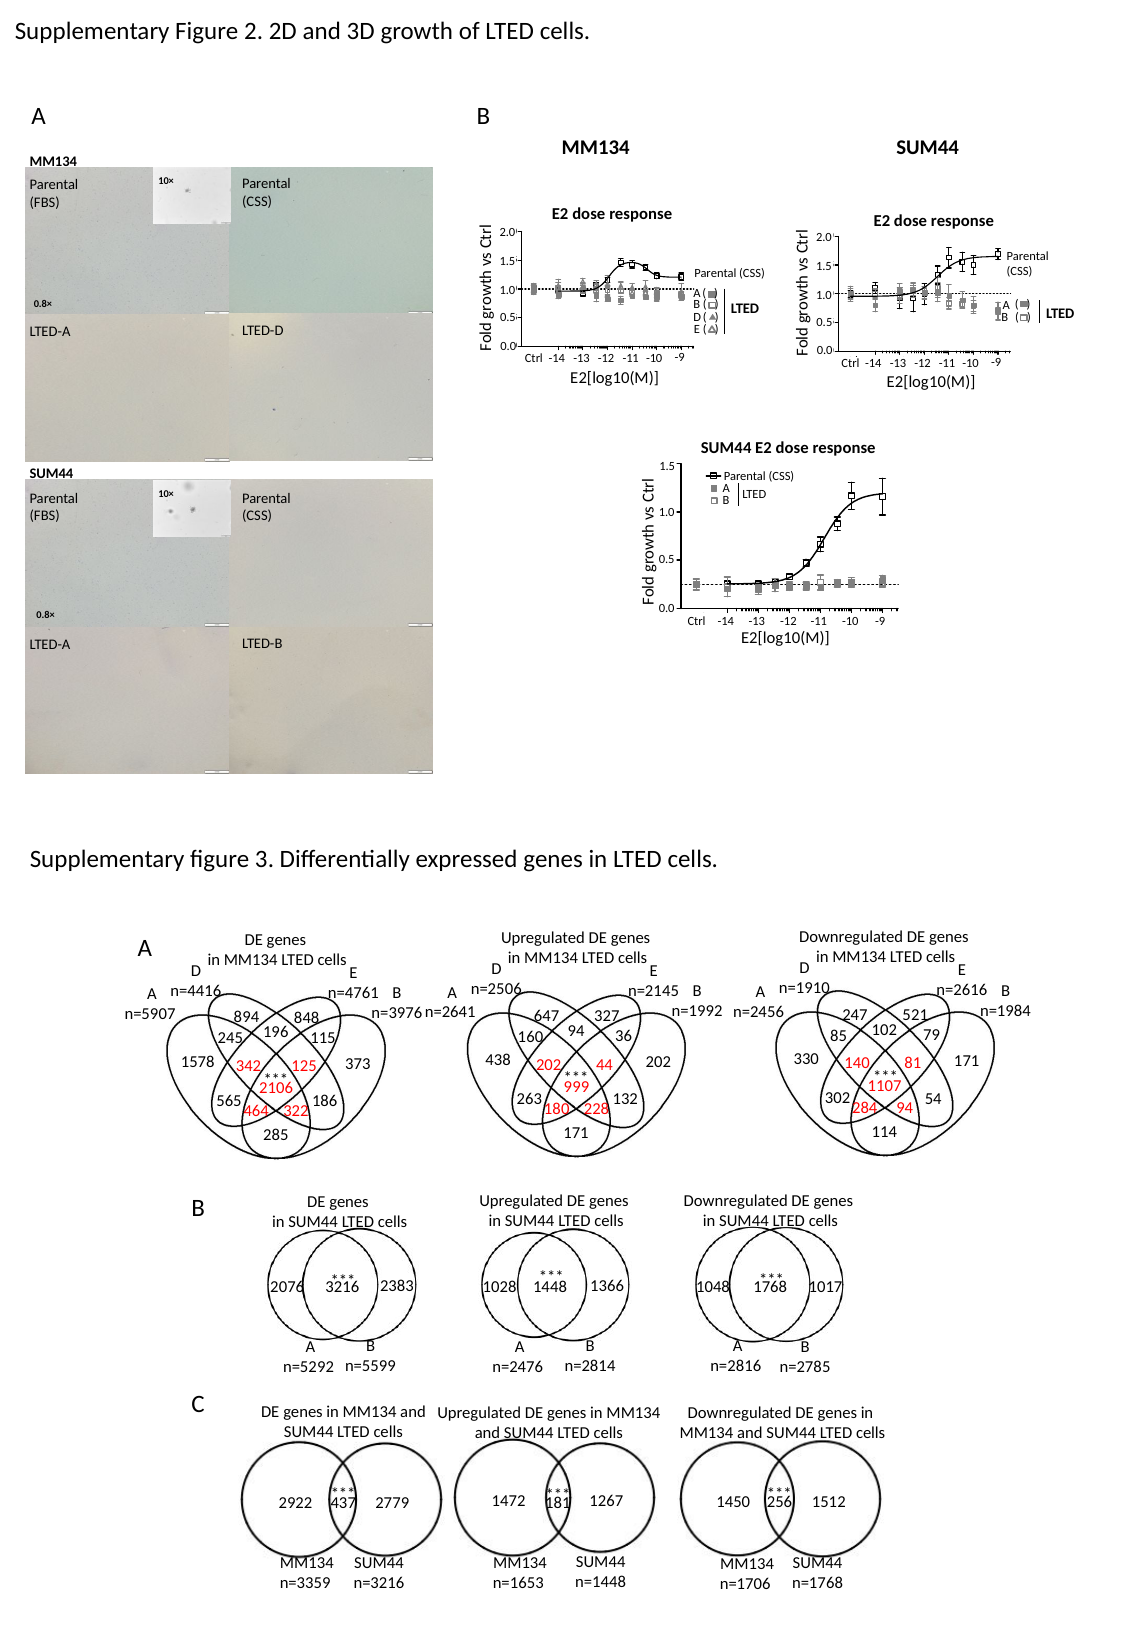

Supplementary Figure 2. 2D and 3D growth of LTED cells.
A
B
MM134
SUM44
MM134
10×
Parental
(CSS)
Parental
(FBS)
E2 dose response
2.0
1.5
Fold growth vs Ctrl
1.0
0.5
0.0
-9
-14
-13
-12
-11
-10
Ctrl
E2[log10(M)]
E2 dose response
2.0
1.5
Fold growth vs Ctrl
1.0
0.5
0.0
-9
-14
-13
-12
-11
-10
Ctrl
E2[log10(M)]
Parental
(CSS)
A
B
LTED
Parental (CSS)
A
B
D
E
( )
( )
LTED
( )
( )
( )
0.8×
( )
LTED-D
LTED-A
SUM44 E2 dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
Ctrl
-13
-12
-11
-10
-9
E2[log10(M)]
-14
SUM44
Parental (CSS)
A
B
LTED
10×
Parental
(FBS)
Parental
(CSS)
0.8×
LTED-B
LTED-A
Supplementary figure 3. Differentially expressed genes in LTED cells.

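By variant, 5389 genes were DE in MM134 LTED-A (2769 upregulated and 2620 downregulated), 4245 in LTED-B (2173 and 2072), 4694 in LTED-D (2565 and 2129) and 5061 in LTED-E (2328 and 2733). In SUM44, 4205 genes were DE in LTED-A (1947 upregulated and 2258 downregulated), for which 2 samples were left, and 5037 in LTED-B (2467 and 2570). Between any 2 MM134 variants, 2952 (LTED-B and LTED-D) to 3743 genes (LTED-A and LTED-E) were DE in the same direction, and 47 to 140 in opposite directions. With each library left out in turn, the counts stayed between 5038 and 5504 (LTED-A), 3960 and 4268 (LTED-B), 4415 and 4728 (LTED-D) and 4769 and 5110 genes (LTED-E) in MM134. In SUM44, they stayed between 3690 and 4155 genes in LTED-A, over fits without a SUM44F or LTED-B library, and between 4104 and 5041 in LTED-B.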

Downregulated DE genes
in MM134 LTED cells
D
n=1910
E
n=2616
B n=1984
A
n=2456
247
521
102
330
171
81
140
1107
302
54
94
284
114
79
85
***
Upregulated DE genes
in MM134 LTED cells
D
n=2506
E
n=2145
B n=1992
A
n=2641
647
327
94
438
202
44
202
999
263
132
228
180
171
36
160
***
DE genes
in MM134 LTED cells
D
n=4416
E
n=4761
B n=3976
A
n=5907
894
848
196
1578
373
125
342
2106
565
186
322
464
285
115
245
***
A
Downregulated DE genes
in SUM44 LTED cells
1017
1048
1768
A
n=2816
B n=2785
***
Upregulated DE genes
in SUM44 LTED cells
1366
1028
1448
B n=2814
A
n=2476
***
DE genes
in SUM44 LTED cells
2383
2076
3216
B n=5599
A
n=5292
***
DE genes in MM134 and SUM44 LTED cells
2922
437
2779
MM134
n=3359
SUM44 n=3216
***
Upregulated DE genes in MM134 and SUM44 LTED cells
1472
1267
181
SUM44 n=1448
MM134
n=1653
***
Downregulated DE genes in
MM134 and SUM44 LTED cells
1450
1512
256
SUM44 n=1768
MM134
n=1706
***
B
C

## Slide 3
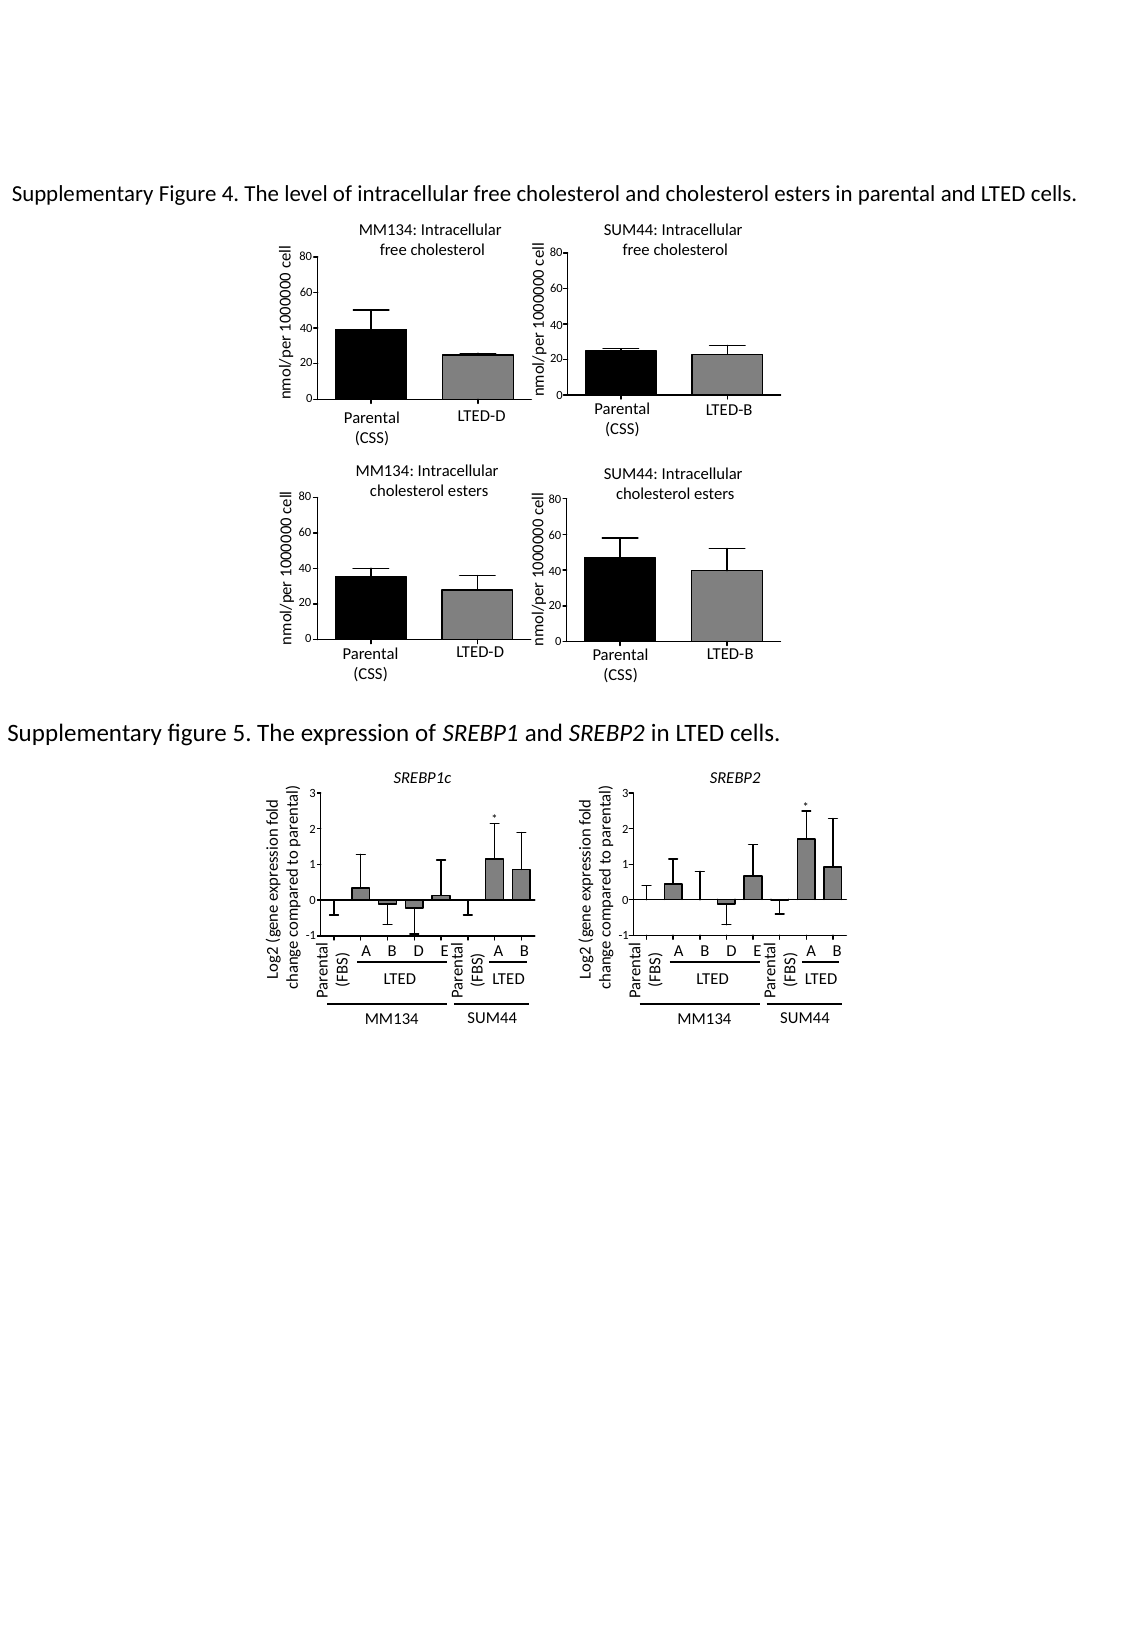

Supplementary Figure 4. The level of intracellular free cholesterol and cholesterol esters in parental and LTED cells.
MM134: Intracellular
free cholesterol
80
60
40
20
0
LTED-D
Parental
(CSS)
nmol/per 1000000 cell
SUM44: Intracellular
free cholesterol
80
60
40
20
0
Parental
(CSS)
LTED-B
nmol/per 1000000 cell
MM134: Intracellular
cholesterol esters
80
60
40
20
0
LTED-D
Parental
(CSS)
nmol/per 1000000 cell
SUM44: Intracellular
cholesterol esters
80
60
40
20
0
LTED-B
Parental
(CSS)
nmol/per 1000000 cell
Supplementary figure 5. The expression of SREBP1 and SREBP2 in LTED cells.
SREBP1c
3
2
1
Log2 (gene expression fold
change compared to parental)
0
-1
A
B
A
B
D
E
Parental
(FBS)
Parental
(FBS)
LTED
LTED
SUM44
MM134
*
SREBP2
3
2
1
Log2 (gene expression fold
change compared to parental)
0
-1
A
B
A
B
D
E
Parental
(FBS)
Parental
(FBS)
LTED
LTED
SUM44
MM134
*

## Slide 4
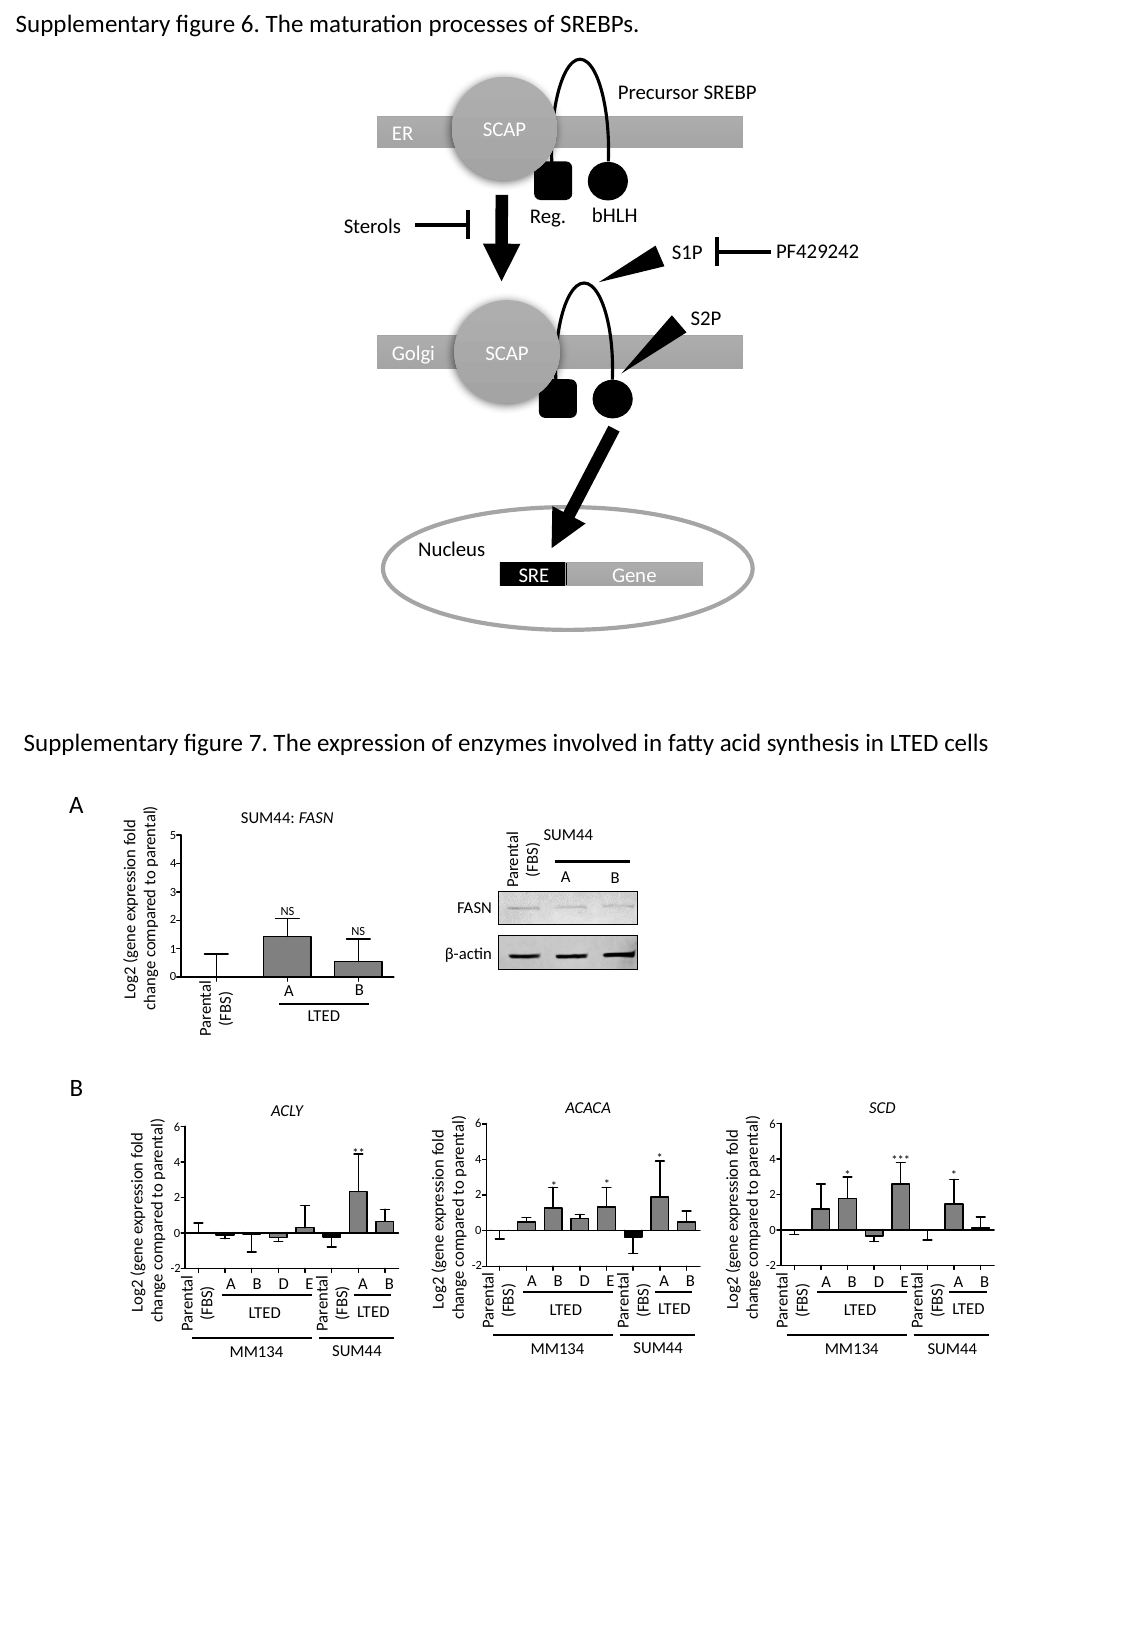

Supplementary figure 6. The maturation processes of SREBPs.
Precursor SREBP
SCAP
ER
bHLH
Reg.
Sterols
S1P
S2P
SCAP
Golgi
Nucleus
SRE
Gene
PF429242
Supplementary figure 7. The expression of enzymes involved in fatty acid synthesis in LTED cells
A
SUM44: FASN
4
3
2
1
0
B
A
Parental
(FBS)
LTED
NS
NS
Log2 (gene expression fold
change compared to parental)
5
SUM44
A
Parental
(FBS)
B
FASN
β-actin
ACACA
6
4
2
Log2 (gene expression fold
change compared to parental)
0
-2
A
B
A
B
D
E
Parental
(FBS)
Parental
(FBS)
LTED
LTED
SUM44
MM134
*
*
SCD
6
4
2
Log2 (gene expression fold
change compared to parental)
0
-2
A
B
A
B
D
E
Parental
(FBS)
Parental
(FBS)
LTED
LTED
SUM44
MM134
*
***
*
ACLY
6
4
2
Log2 (gene expression fold
change compared to parental)
0
-2
A
B
A
B
D
E
Parental
(FBS)
Parental
(FBS)
LTED
LTED
SUM44
MM134
**
*
B

## Slide 5
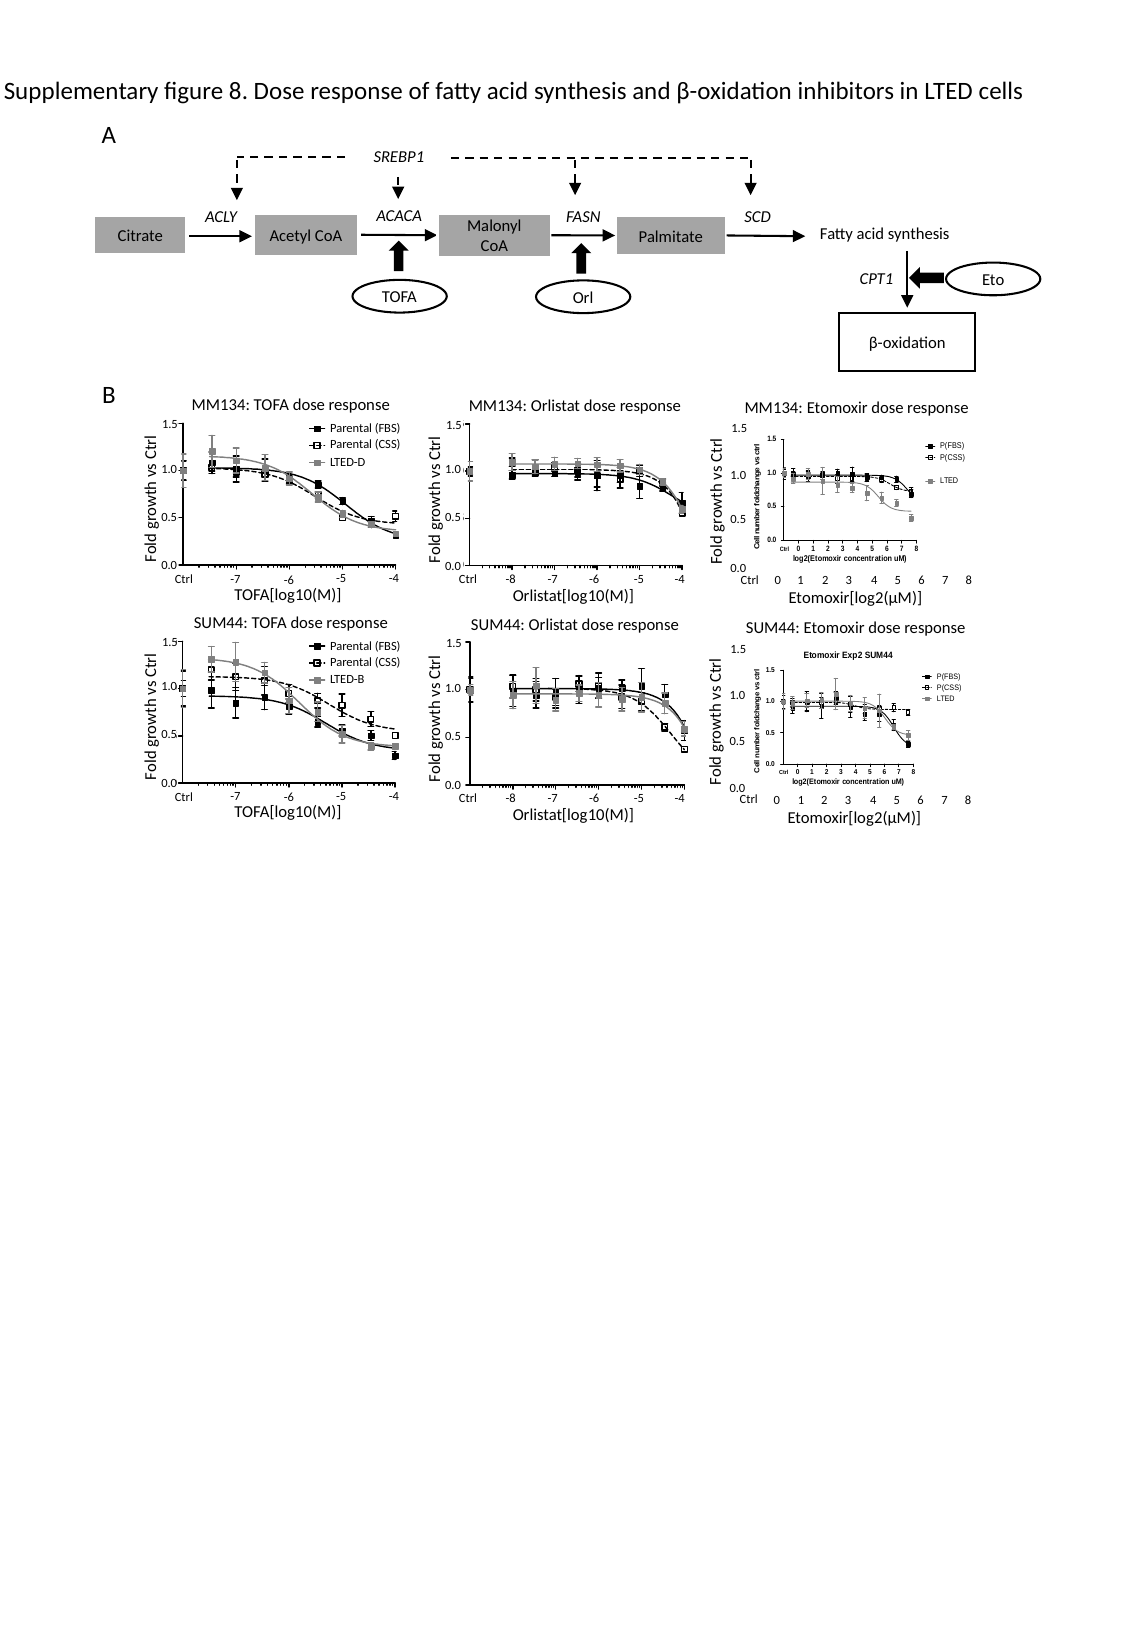

Supplementary figure 8. Dose response of fatty acid synthesis and β-oxidation inhibitors in LTED cells
A
SREBP1
ACACA
ACLY
FASN
Malonyl CoA
Acetyl CoA
Palmitate
Citrate
Fatty acid synthesis
TOFA
β-oxidation
SCD
CPT1
Eto
Orl
B
MM134: TOFA dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
-4
-5
-7
Ctrl
-6
TOFA[log10(M)]
Parental (FBS)
Parental (CSS)
LTED-D
MM134: Orlistat dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
-7
-5
-4
-8
Ctrl
Orlistat[log10(M)]
-6
MM134: Etomoxir dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
Ctrl
0
Etomoxir[log2(µM)]
4
5
6
7
8
1
2
3
SUM44: TOFA dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
-4
-5
-7
Ctrl
-6
TOFA[log10(M)]
Parental (FBS)
Parental (CSS)
LTED-B
SUM44: Orlistat dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
-7
-5
-4
-8
Ctrl
Orlistat[log10(M)]
-6
SUM44: Etomoxir dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
Ctrl
0
Etomoxir[log2(µM)]
4
5
6
7
8
1
2
3

## Slide 6
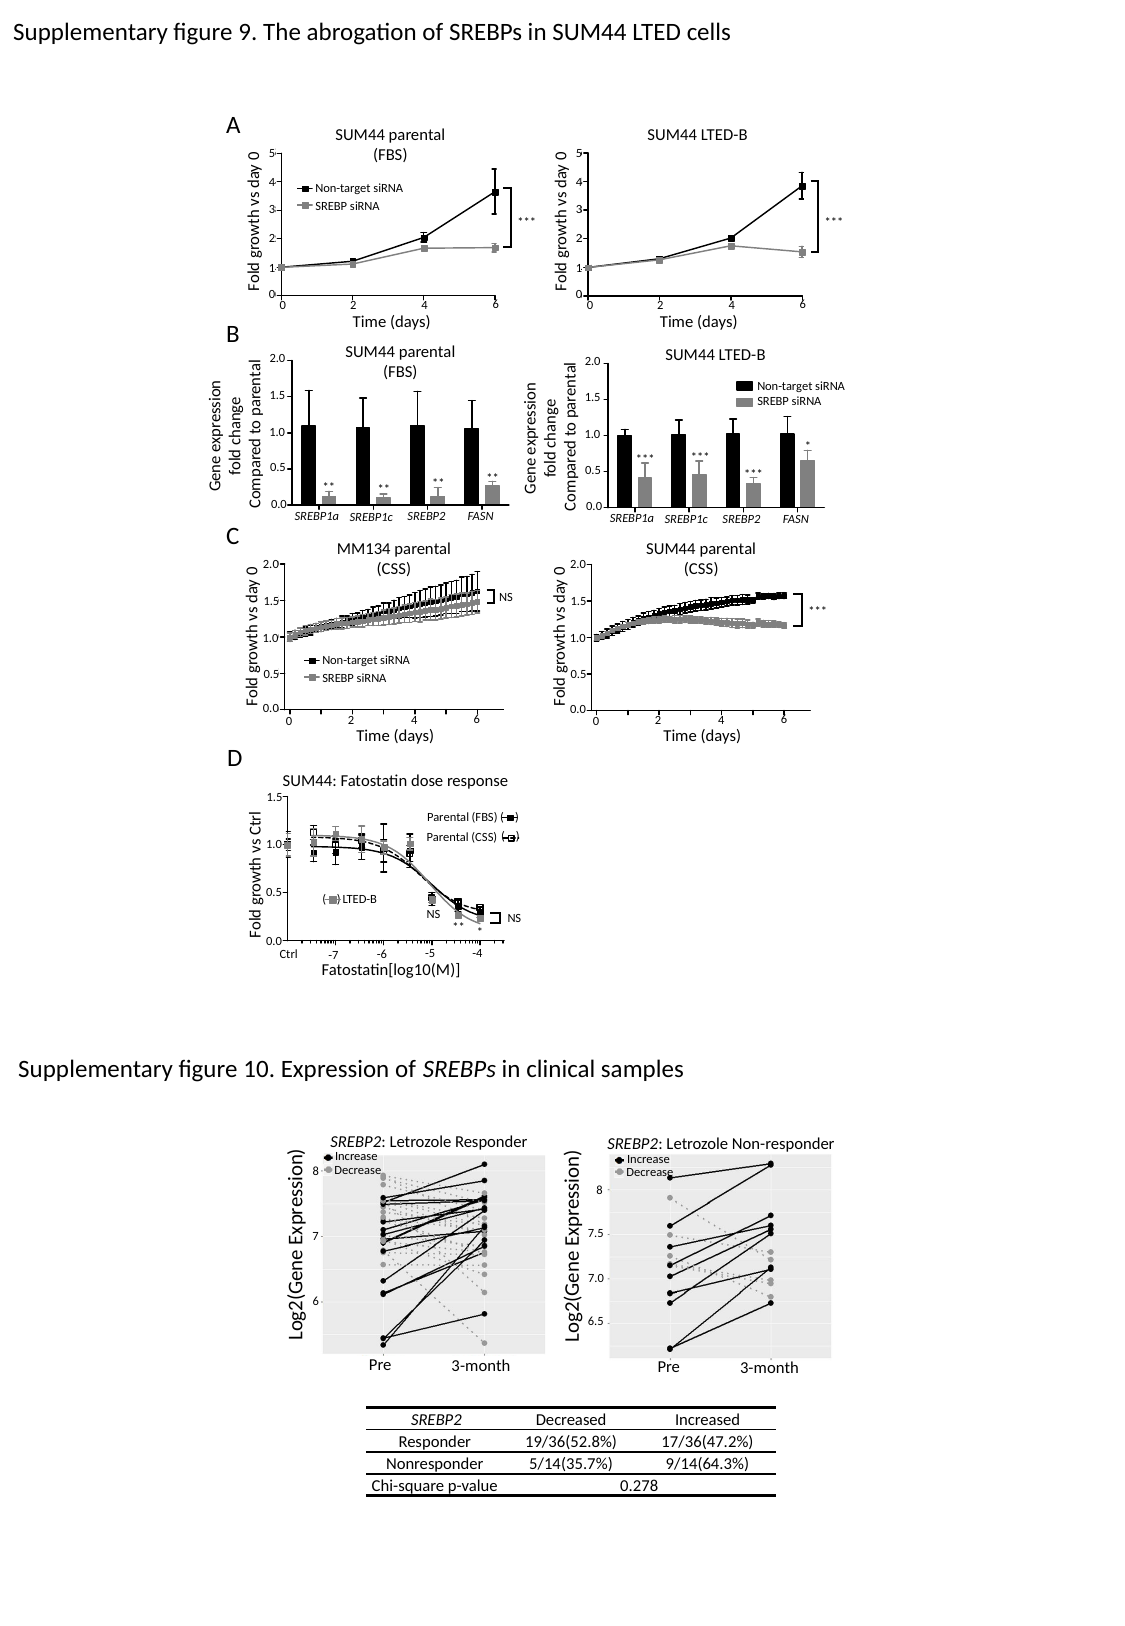

Supplementary figure 9. The abrogation of SREBPs in SUM44 LTED cells
A
SUM44 parental (FBS)
5
3
Fold growth vs day 0
2
1
0
6
0
4
2
Time (days)
***
4
SUM44 LTED-B
5
3
Fold growth vs day 0
2
1
0
6
0
4
2
Time (days)
***
4
Non-target siRNA
SREBP siRNA
B
SUM44 parental (FBS)
2.0
1.5
Gene expression
fold change
Compared to parental
1.0
0.5
**
**
**
**
0.0
SREBP1a
SREBP2
FASN
SREBP1c
SUM44 LTED-B
2.0
1.5
Gene expression
fold change
Compared to parental
1.0
*
***
***
0.5
***
0.0
SREBP1a
SREBP2
FASN
SREBP1c
Non-target siRNA
SREBP siRNA
C
MM134 parental (CSS)
2.0
1.5
Fold growth vs day 0
1.0
0.5
0.0
6
2
4
0
Time (days)
NS
SUM44 parental (CSS)
2.0
1.5
Fold growth vs day 0
1.0
0.5
0.0
6
2
4
0
Time (days)
***
Non-target siRNA
SREBP siRNA
D
SUM44: Fatostatin dose response
1.5
1.0
Fold growth vs Ctrl
0.5
0.0
-4
-5
-6
Ctrl
-7
Fatostatin[log10(M)]
( )
Parental (FBS)
( )
Parental (CSS)
( )
LTED-B
NS
NS
**
*
Supplementary figure 10. Expression of SREBPs in clinical samples
SREBP2: Letrozole Responder
Increase
Decrease
7
6
Pre
3-month
8
Log2(Gene Expression)
SREBP2: Letrozole Non-responder
Increase
Decrease
7.5
7.0
6.5
Pre
3-month
8
Log2(Gene Expression)
| SREBP2 | Decreased | Increased |
| --- | --- | --- |
| Responder | 19/36(52.8%) | 17/36(47.2%) |
| Nonresponder | 5/14(35.7%) | 9/14(64.3%) |
| Chi-square p-value | 0.278 | |

## Slide 7
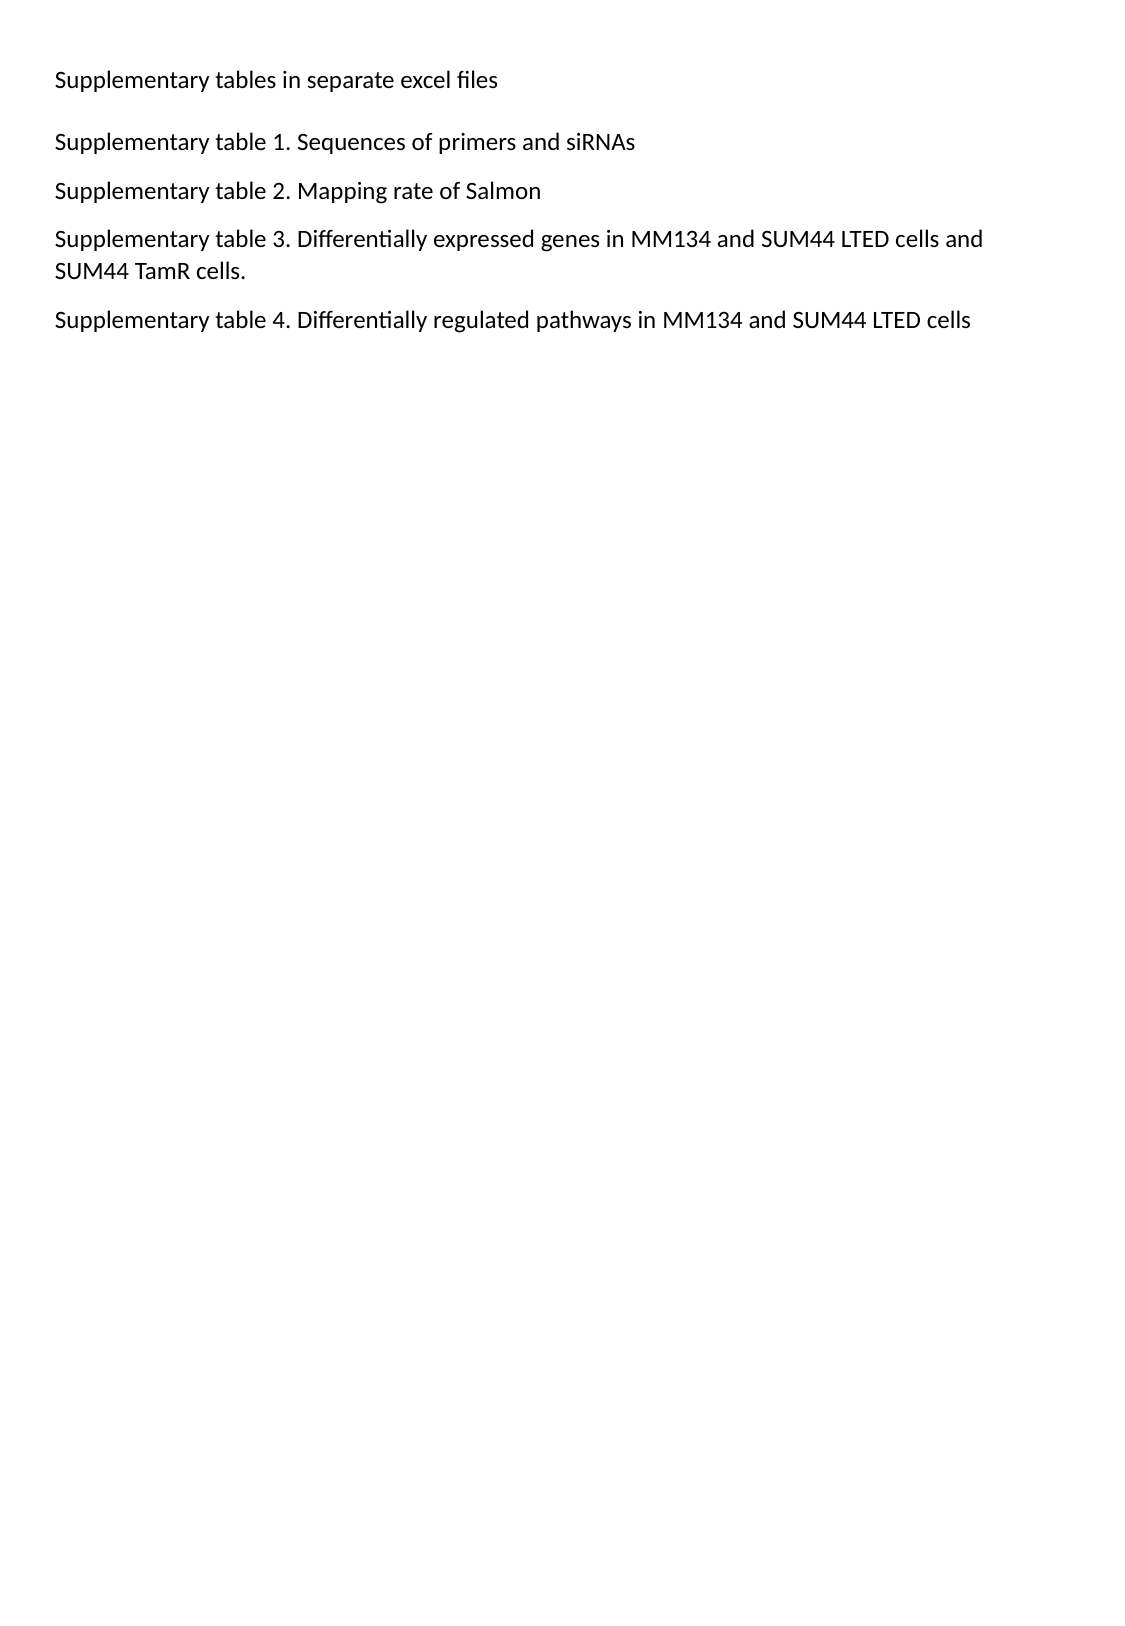

Supplementary tables in separate excel files
Supplementary table 1. Sequences of primers and siRNAs
Supplementary table 2. Mapping rate of Salmon
Supplementary table 3. Differentially expressed genes in MM134 and SUM44 LTED cells and SUM44 TamR cells.
Supplementary table 4. Differentially regulated pathways in MM134 and SUM44 LTED cells

How the deposited data were processed for this re-analysis (not part of the article)

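RNA-Seq counts of MM134 and SUM44 cells were analysed: 3 libraries each of MM134 parental cells, MM134 LTED-A, LTED-B, LTED-D and LTED-E, SUM44F parental cells, SUM44PE cells, SUM44 LTED-A and SUM44 LTED-B. The authors made libraries with a kit for stranded total RNA and estimated counts per gene with Salmon 0.6.0 against hg38 and Ensembl release 82. Trimming and the strand setting are not stated. The deposited file holds estimated counts that are not whole numbers, for 60619 Ensembl genes, of which 7473 have no count in any library and 56434 are in GENCODE v44. Gene symbols and positions were taken from GENCODE v44 on hg38 by Ensembl ID. The microarray data of SUM44 TamR cells, the qPCR data and the gene sets of IPA were not analysed here. Results for some single genes are not reported here.

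Counts were rounded to whole numbers. The depth of each library is its sum of counts (28583554 to 134882175), and the 3 genes with the most counts took 7.33% to 15.9% of a library. Replicates 2 and 3 of SUM44 LTED-A were nearer to each other than independent counts allow and were counted as 1 sample, so this variant has 2 samples. Which of the remaining differences between replicates come from culture and which from the library cannot be separated, since wells of 1 culture were sequenced once each. Replicates are wells, so the tests speak for these cultures and not for other derivations of the cell lines.

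Genes were filtered with filterByExpr, normalized by TMM, and tested with edgeR 4.0.16 (quasi-likelihood F-test, two-sided, Benjamini-Hochberg adjustment) in R 4.3.3, with 1 fit for all MM134 groups, 1 for SUM44F and the SUM44 LTED variants, 1 that added SUM44PE (27457 genes), and 1 of both cell lines (29200 genes) for the interaction. The interaction is the mean log2 fold change of the MM134 variants minus that of the SUM44 variants. DE genes changed more than 1.5-fold with an adjusted p under 0.001, the paper's thresholds. Groups with at most 3 counts in every library were treated as below detection. Variants that share parental libraries were compared with 20 simulations of unchanged groups. These were centred on the mean of the parental libraries and so do not contain the error that the variants share. Overlaps were tested with one-sided Fisher's exact tests. Principal components were computed on log2(CPM + 1) of the 1000 genes with the largest interquartile range, centred and not scaled.

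Enrichment of the E2F and cholesterol biosynthesis signatures of Table S4 was computed with an own implementation of classic preranked GSEA on DE genes and 10000 random sets. Gene lists for MHC class II, proliferation, fatty acid synthesis, beta-oxidation, estrogen-regulated genes and the interferon response were written before the data were examined and tested, as were the signatures, with fry of limma 3.58.1 (two-sided, adjusted over 56 tests). A list of 10 markers of immune cells was used to look for RNA of such cells.

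Alternatives set before the data were examined were no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0 without and with a prior on fold changes, RLE size factors, fold change minimums of 2 and none, an adjusted p under 0.05, counts thinned to the smallest library, a replicate block, each library left out in turn, a fit of parental cells and 1 variant only, and a fit with SUM44PE. For enrichment, they were a ranking of all tested genes, a weighted statistic, camera with a preset correlation of 0.01, and fry. For principal components, they were 500 or 5000 genes, a pseudocount of 0.1, and scaling. Keeping replicates 2 and 3 of SUM44 LTED-A separate, in edgeR and DESeq2, was added after seeing the data.

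Shifts of neighbouring genes were searched in windows of 40 genes with a mean of at least 5 CPM, moved by 20 genes, along each chromosome. A stretch is a run of windows with a median log2 fold change beyond 0.5 in either direction. The largest window of each contrast was compared with 2000 shuffles of gene positions. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

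The procedure was tested on simulated data with 200 changed genes per fit. With 3 samples per group, 184 (92%) of the changed genes of MM134 LTED-A were recovered with 1 false call among 24987 genes tested. With 2 samples for SUM44 LTED-A, 142 (71%) were recovered with 8 false calls among 26116. For SUM44 LTED-B, which has 3 samples, 151 were recovered. The interaction recovered 166 among 26638 genes. A variant simulated without change had 0 calls. Of 200 random gene sets, 7 had p under 0.05 by GSEA, 7 by fry and 3 by camera. All 60 genes of a planted 1.5-fold stretch were found among 11811 genes, and 0 stretches appeared without planting.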

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

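Of the tests in this part, those on an interferon response, on gene dosage around the MHC class II genes and on depth between SUM44PE and SUM44F were chosen after the result was seen.

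The response to long-term estrogen deprivation differed between MM134 and SUM44 for 6187 of 29200 genes (3200 with a more positive change in MM134 and 2987 with a more negative one). Of 25 splits of the samples within each cell line, 1, the real one, gave as many genes, and the highest count among the others was 139. Genes whose LTED effect differs between MM134 and SUM44 numbered 5684 with counts thinned to the smallest library and 6246 with RLE size factors, so neither depth nor scaling accounts for the difference. MM134 and SUM44 come from different donors and their variants were derived separately, and a difference between the lines cannot be separated from one between the derivations. The difference was tested against SUM44F and not against SUM44PE. The paper compares lists of DE genes and does not report a test of the difference.

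The 8 MHC class II genes were raised in the MM134 variants and lowered in the SUM44 variants, with a median difference of 5.89 on the log2 scale and all 8 genes on the same side. This difference is against SUM44F. Against SUM44PE, the fall in SUM44 was smaller, with medians of -1.02 in LTED-A and -1.83 in LTED-B. With RLE or DESeq2 size factors, the median difference was 5.85. Scaling also left the lowest median of the list in an MM134 variant at 2.51. Immune cells among the MM134 LTED cells would bring their own abundant transcripts, and the median over 10 markers of the highest level in an MM134 LTED library was 0.245 CPM. MS4A1 and TYROBP had at most 3 counts in each of these libraries. LYZ (up to 10.2 CPM) and ITGAM (up to 16.8 CPM) were upregulated in all 4 variants, but 8 of the 10 markers were not upregulated in 3 or more. In MM134 LTED-B and LTED-E, the interferon list had medians of -0.18 and -0.20, and fry gave the lower direction (adjusted p = 3.57e-04 and 0.00449). This argues against a rise of the list as a whole in LTED-B and LTED-E. Its genes went both ways, and 1 of the 6 was upregulated in each. In LTED-D (median -0.080, fry adjusted p = 0.322), an interferon response and other causes cannot be told apart. In MM134 LTED-A, the list rose (median 1.04), and in the SUM44 variants it fell (higher median -0.61), as the MHC class II genes did, so a change in the interferon response stays open as a candidate explanation in these 3 variants. A change in dosage of the region is argued against by the 40 genes nearest to HLA-DRA, HLA, TAP and immunoproteasome genes left out. The highest upper quartile of their changes was 0.30 in an MM134 variant and the lowest lower quartile -0.41 in a SUM44 variant, both far from the medians of the list. The higher RNA of the activator CIITA in 3 of the 4 variants may be part of the cause, except in LTED-B, where HLA-DRA rose without it. This is a hypothesis that was not tested by perturbation.

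CD74 (ENSG00000019582, chromosome 5, 150401637 to 150412969), which encodes the invariant chain of MHC class II, is the member of this list on chromosome 5. It rose from 21.6 CPM by 3.88, 1.28, 3.01 and 1.99 on the log2 scale in MM134 LTED-A, LTED-B, LTED-D and LTED-E, and fell from 37.3 CPM by 3.05 (adjusted p = 1.07e-09) and 3.14 (adjusted p = 1.04e-10) in SUM44 LTED-A and LTED-B.

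The E2F signature had a median difference between the models of -0.95, and the proliferation list of -1.65, with all 10 proliferation genes on the same side. With RLE size factors, the differences were -0.99 and -1.69, which argues against scaling. Against SUM44PE in place of SUM44F, the lower median of the E2F signature in a SUM44 LTED variant was still 0.49, which argues against a peculiarity of the SUM44F culture as the whole cause for this signature. For the proliferation list, the choice of culture mattered more. All 10 of its genes were higher in SUM44PE than in SUM44F (median 0.44, 4 of them called), and its medians in LTED-A and LTED-B were 0.70 and 0.81 against SUM44PE, compared with 1.24 against SUM44F. Without genes in chromosome stretches that shifted together, the lower median of the E2F signature in a SUM44 variant was 0.48. This argues against gene dosage for the signature and was not tested for the proliferation list. The level in the parental cells stays open. The median level of the signature was 6.89 (log2 CPM) in MM134 parental cells and 5.90 in SUM44F cells, a difference of 0.99, whereas the LTED variants averaged 6.57 in MM134 and 6.42 in SUM44, a difference of 0.15. Parental cells were deprived of hormone for 3 days, and a candidate explanation is that SUM44F cells slowed their cycle more than MM134 cells did by then. The rise in SUM44 would then mark a return to cycling as much as a mechanism of resistance. Libraries of parental cells in full medium, which would separate these, are not part of the data.

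SUM44PE and SUM44F are cultures of the same cell line, and 1659 of 27457 genes differed between them (848 higher in SUM44PE and 811 lower). Of the 10 splits of the 6 samples, 1, the real one, gave as many genes, and the others gave 0 each. With 3 against 3 samples, the share cannot fall below 0.1, so splits alone decide nothing. In 20 simulations of unchanged groups there were 0 calls each. These groups were centred on the mean of the SUM44F libraries, which leaves out the error of those libraries, so the simulations do not decide it either. After thinning to the smallest library, 1606 genes differed, which argues against depth. Stretches of neighbouring genes that shifted together held 11.5% of the called genes among those with at least 5 CPM, too few for gene dosage in the stretches to be the whole cause. Drift between the cultures, their medium and their handling stay open and were not tested.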

How the results depend on the processing

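The alternatives with replicates 2 and 3 of SUM44 LTED-A kept separate were chosen after the data were seen; the others were set before. The cause of the changes below was not tested, apart from thresholds, which by construction call fewer or more genes.

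Thresholds moved the counts of DE genes most. With a fold change minimum of 2, the counts in MM134 were 3327 (LTED-A), 2638 (LTED-B), 2848 (LTED-D) and 3187 (LTED-E), with 2230 genes shared in at least 3 variants and 1431 in all 4. With no minimum, they were 10165, 8864, 9592 and 9603, with 7753 and 4938 shared. In SUM44, a minimum of 2 gave 2535 (LTED-A), 2842 (LTED-B) and 1480 shared genes, and an adjusted p under 0.05 gave 6359, 7818 and 4017. MM134 and SUM44 shared 191 genes with a minimum of 2 and 876 with none. The minimum of 2 also left 1 of the 5 genes upregulated in both models (FGFR4), 72 of the MM134 and 31 of the SUM44 pathway genes of Table S4, and 4066 genes with a difference between the models. SUM44PE and SUM44F differed in 809 genes with a minimum of 2 and 2827 with an adjusted p under 0.05. Against SUM44PE, LTED-A had 4149 DE genes, 2146 with a minimum of 2 and 6228 with an adjusted p under 0.05, and LTED-B had 5819, or 2987 with a minimum of 2.

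At the paper's thresholds, the test mattered less. DESeq2 with a prior on fold changes called 5043, 3944, 4394 and 4742 genes in the MM134 variants and 4440 and 5156 in the SUM44 variants, with 3342 shared in at least 3 MM134 variants, 2762 in both SUM44 variants and 414 between the models. With replicates 2 and 3 of SUM44 LTED-A separate, edgeR called 4983 genes in LTED-A and 5167 in LTED-B, and DESeq2 with a prior 5278 and 5523. A fit of SUM44F and LTED-A alone called 3361 genes in LTED-A. With SUM44PE in the fit, 2923 genes were shared by the SUM44 variants.

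Replicate numbers do not pair the samples: over 39 pairs of libraries with the same number in different groups, the residual correlation had a median of -0.0045, and 1 pair exceeded 0.1. A replicate block gave 5314, 4181, 4639 and 4988 DE genes in the MM134 variants, 3965 and 5107 in the SUM44 variants, 3553 and 2238 shared in at least 3 and all 4 MM134 variants, 2517 shared in SUM44 and 396 between the models, and 4 of the 5 common genes, without FKBP11. Genes whose LTED effect differs between MM134 and SUM44 numbered 6033, SUM44PE against SUM44F DE genes 1626, and pathway genes 112 for MM134 and 86 for SUM44.

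Enrichment of the E2F signature in MM134 depended on which genes were ranked, with 5 or fewer set genes DE. For E2F signature enrichment, MM134 LTED-A had a p-value of 0.360 on DE genes, 2.00e-04 on all tested genes, 1.86e-06 by camera and 2.32e-08 by fry, all toward lower expression. For E2F signature enrichment, MM134 LTED-B reversed from higher to lower, with 2.00e-04 on all tested genes, 2.03e-06 by camera and 4.59e-07 by fry. In E2F signature enrichment, MM134 LTED-D reversed in the same way, with 0.0120, 0.00267 and 8.79e-05. In LTED-E, camera (0.748) and fry (0.183) gave the lower direction and all tested genes the higher one (0.0972). Each call of camera at 0.05 held under fry. In SUM44, the alternatives gave p-values from 8.61e-09 to 9.94e-04 in LTED-A and from 5.11e-09 to 0.00558 in LTED-B.

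Enrichment of the cholesterol biosynthesis signature went either way with the alternatives. With all tested genes ranked, the p-values were 7.90e-04 (MM134 LTED-A), 1.97e-04 (MM134 LTED-D and LTED-E), 9.92e-04 (SUM44 LTED-A) and 0.00179 (SUM44 LTED-B), and camera gave 1.90e-04 and 3.52e-04 in SUM44 LTED-A and LTED-B. With the weighted statistic, enrichment stayed under 0.05 in MM134 LTED-E (0.0188) and was weaker elsewhere, with p-values of 0.169 (MM134 LTED-A), 0.327 (MM134 LTED-D), 0.105 (SUM44 LTED-A) and 0.137 (SUM44 LTED-B). With DESeq2 and a prior on fold changes, it was 0.0535 in MM134 LTED-D and 0.0661 in SUM44 LTED-B, and with replicates 2 and 3 of LTED-A separate, DESeq2 gave 0.0559 without and 0.0534 with the prior in SUM44 LTED-B. In MM134 LTED-B, the p-value was 0.127 on DE genes and 0.447 with the weighted statistic. It was 0.00494 on all tested genes, 1.85e-04 by camera and 5.87e-08 by fry.

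Leaving out 1 library at a time, the p-value of the cholesterol signature ranged from 0.0322 to 0.0855 in MM134 LTED-D (highest without parental replicate 1, and 0.0661 without LTED-D replicate 2), from 0.0109 to 0.0750 in SUM44 LTED-A (highest without SUM44F replicate 3), and from 0.0174 to 0.276 in SUM44 LTED-B. Cholesterol biosynthesis signature enrichment, SUM44 LTED-B above all, depended on single libraries. In this variant, the p-value was above 0.05 in 6 of 8 fits, with 0.276 without SUM44F replicate 3, 0.0701 without SUM44F replicate 2, 0.0607 without LTED-A replicate 1, 0.0932 without the sample of LTED-A replicates 2 and 3, and 0.116 and 0.106 without LTED-B replicates 2 and 3. The E2F signature in SUM44 stayed between 1.98e-04 and 5.96e-04 in LTED-A and between 2.00e-04 and 0.00160 in LTED-B. The numbers of shared genes stayed between 3386 and 3560 (at least 3 MM134 variants), 2124 and 2240 (all 4), 2264 and 2629 (both SUM44 variants) and 362 and 413 (between the models), and the genes with a difference between the models between 5758 and 6445.

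The share of variance of PC1 ranged from 48.3% to 58.2% in MM134 and from 68.3% to 86.2% in SUM44 with 1 library left out. In MM134, it was 47.6% with a pseudocount of 0.1 and 48.6% with scaling. In SUM44, it was 72.4% with 5000 genes.

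For single genes, 196 fold changes were followed through the alternatives. Of 2164 comparisons, 2076 kept direction and call, 31 lost and 56 gained a call, and 1 changed direction. This was the CPT1A log2 fold change in SUM44 LTED-B with at least 10 counts in every sample (-0.0012). Of 2492 comparisons with 1 library left out, 2436 kept direction and call, 23 lost a call and 13 gained one. Another 17 moved without a change of direction, and 3 changed direction. The same CPT1A value ranged from -0.0031 (without SUM44F replicate 3) to 0.078, the ACACA log2 fold change in SUM44 LTED-B from -0.0090 (without SUM44F replicate 3) to 0.13, and the CIITA log2 fold change in MM134 LTED-B from -0.088 to 0.0094 (without LTED-B replicate 3). None of these was called. SREBF2 in SUM44 LTED-A was 1.35 without LTED-A replicate 1 and 1.83 without the sample of replicates 2 and 3. Scaling moved the median log2 fold change of all genes by at most 0.0692, and the share of upregulated among DE genes by at most 5.97 points.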

Differences from the paper's values

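The paper's values from figures were read by eye. In Fig. 2b, the paper's share of PC2 in SUM44 is about 24%, and it was 14.8% here. Of the alternatives set before the data were examined, 5000 genes (19.2%) came nearer, within 1.5 times of the paper's value; 500 genes (13.6%), a pseudocount of 0.1 (13.3%) and scaling (15.1%) did not. The paper's share of PC1 in SUM44 is about 62% (Fig. 2b), and it was 79.1% here, a ratio under 1.5; 5000 genes (72.4%) came nearest.

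For the cholesterol biosynthesis signature, Fig. 3b gives the paper's enrichment score in MM134 LTED-B as about 0.51, and it was 0.49 here. DESeq2 with a prior on fold changes (0.52) closed the gap; all tested genes (0.37), the weighted statistic (0.49) and a replicate block (0.49) did not. In SUM44 LTED-A, the paper's score is about 0.47 (Fig. 3b) and it was 0.45 here. None of the alternatives set before the data were examined closed this gap (all tested genes 0.43, weighted 0.45, DESeq2 with a prior 0.42, replicate block 0.45). With replicates 2 and 3 of LTED-A separate, an alternative chosen after seeing the values, edgeR gave 0.46, which closed it, and DESeq2 gave 0.44 without and with the prior, which did not.

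In SUM44 LTED-B, the paper's score is about 0.40 (Fig. 3b) and it was 0.48 here. All tested genes (0.41) and DESeq2 with a prior (0.39) closed the gap; the weighted statistic (0.47) and a replicate block (0.48) did not. With replicates 2 and 3 of LTED-A separate, chosen after seeing the values, DESeq2 gave 0.40 without and 0.41 with the prior, which closed it, and edgeR 0.48, which did not. The paper's p-value for this variant is about 0.16 (Fig. 3b) and it was 0.0320 here. The weighted statistic (0.137) closed the gap; all tested genes (0.00179), DESeq2 with a prior (0.0661) and a replicate block (0.0287) did not. The alternatives chosen after seeing the values gave 0.0335 with edgeR, 0.0559 with DESeq2 and 0.0534 with DESeq2 and the prior, and did not close it.

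The paper reports no enrichment of the E2F signature in MM134. On all tested genes, the signature was lower in MM134 LTED-A, LTED-B and LTED-D, with enrichment scores of -0.47, -0.50 and -0.32.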

Other observations

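Of the tests in this part, those on chance, single libraries, few genes and dosage for the chromosome stretches, on histone genes, and on the neighbours of FASN and ESR1 were chosen after the result was seen, and so were the limits that sort a test's value for or against an explanation.

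In MM134 LTED-D and both SUM44 variants, long runs of neighbouring genes shifted together. Apart from a run around the histone gene clusters of chromosome 6, 19 stretches were found, 2 of them between SUM44PE and SUM44F. In MM134 LTED-D, they lay on chromosome 7 (8113184 to 30130483, 40 genes, median log2 fold change 0.51), chromosome 8 (51817575 to 73295789, 40 genes, 0.57) and chromosome 16 (1989660 to 29458219, 200 genes, 0.58, and 29459913 to 46831180, 80 genes, 0.54). In SUM44 LTED-A, the widest were on chromosome 13 (18413127 to 37551536, 60 genes, 1.60, and 49531946 to 114337626, 89 genes, -0.91) and chromosome 22 (15282557 to 31750140, 120 genes, 0.71, and 38861422 to 43163242, 60 genes, 0.51, which holds SREBF2). Others lay on chromosomes 4 (0.57), 16 (0.52), 19 (0.50 and 0.51) and 20 (0.54), with 40 genes each. In SUM44 LTED-B, they were on chromosome 6 (87590067 to 126203817, 80 genes, -0.62, and 116571409 to 151452158, 80 genes, 0.84) and chromosome 17 (50367857 to 59155260, 40 genes, 0.63, and 64785259 to 83095122, 169 genes, 0.65, which holds FASN). Between SUM44PE and SUM44F, they were on chromosome 19 (55158661 to 58605223, 81 genes, -0.59) and chromosome 22 (15282557 to 37776556, 160 genes, 0.59). MM134 LTED-A, LTED-B and LTED-E had none. In LTED-B, 1 window lay beyond all 2000 shuffles (largest window median 0.43, largest shuffled 0.42), but below the minimum of 0.5.

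The largest window of each of these contrasts lay beyond all 2000 shuffles of gene positions (permutation p = 5.00e-04, the smallest possible). This argues against chance for every stretch in MM134 LTED-D and between SUM44PE and SUM44F, whose largest shuffled windows were 0.48 and 0.28. In SUM44 LTED-A and LTED-B, the largest shuffled windows were 0.55 and 0.66. The stretches of 40 genes on chromosomes 16, 19 and 20 (LTED-A) and 17 (LTED-B) lay below these, so chance stays open for them. Wider stretches there were not compared one by one. A single deviating library is argued against, since the medians of the variant's libraries lay apart from those of all parental libraries in every stretch, with a smallest gap of 0.14. At least 77.5% of the genes of each of the 19 stretches moved the same way. A median beyond 0.5 already requires this of most genes in a window, so the share is no separate test of a few strongly changed genes. Scaling is argued against by the smallest median with RLE size factors, 0.52. In 19 of the 19 stretches, the genes with lower and with higher expression shifted alike (each by over 0.3). A change in gene dosage is therefore a candidate explanation, as is a chromatin change over a whole region, which these data cannot separate from it. No DNA was measured.

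The stretch of chromosome 6 from 17759183 to 28089563 rose in both SUM44 variants (80 genes, medians 0.59 in LTED-A and 1.01 in LTED-B). Its 29 histone genes had medians of 0.79 and 1.19, and the other 51 genes 0.17 and -0.15, so the histone genes may account for the stretch. Histone RNA rises with DNA replication, and most of it lacks a poly(A) tail, which a library of total RNA retains.

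FASN in SUM44 LTED-B (log2 fold change 1.19) sits in such a stretch, near the end of chromosome 17. Its 35 neighbours from 81703367 to 83095122 had a median of 0.82, and 6 of them rose as much as FASN or more. A regulated rise and a change in dosage therefore cannot be told apart for FASN in this variant, because no DNA was measured. In SUM44 LTED-A, the same neighbours had a median of 0.31, and none rose as much as FASN (0.85). In the MM134 variants, the neighbours of FASN had medians from -0.04 to 0.11.

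ESR1 (ENSG00000091831, chromosome 6, 151656691 to 152129619) was at 572 ± 30.0 CPM in SUM44F cells (SD, n = 3) and rose by 1.30 in LTED-A (SE 0.10, adjusted p = 9.89e-08) and 1.25 in LTED-B (SE 0.09, adjusted p = 4.61e-08). In MM134, it fell by 1.28 in LTED-A (SE 0.03, adjusted p = 3.59e-26) and changed by 0.57, 0.38 and -0.44 in LTED-B, LTED-D and LTED-E, below the minimum fold change. The difference between the models was -1.47 (adjusted p = 1.33e-18). In SUM44 LTED-B, ESR1 lies next to a stretch that rose. Its 40 neighbours had a median of 0.18 but went both ways (quartiles -0.65 and 0.79), so gene dosage and regulation of ESR1 cannot be told apart in this variant.

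The genes of a list of 10 estrogen-regulated genes went both ways. Its medians were -0.57, -0.16, -0.34 and -0.12 in MM134 LTED-A, LTED-B, LTED-D and LTED-E, with 3, 4, 3 and 3 genes upregulated and 5, 4, 4 and 3 downregulated, and 0.01 and 0.76 in SUM44 LTED-A and LTED-B, with 4 and 5 upregulated and 1 and 1 downregulated. Adjusted over the list alone, 8, 8, 7 and 6 genes were called in MM134 and 6 and 7 in SUM44. Fry, which averages over the genes, gave the higher direction in all 6 variants, with adjusted p values of 2.75e-09, 1.61e-11, 9.29e-12 and 9.29e-12 in MM134 and 1.01e-04 and 1.99e-05 in SUM44, although the medians in MM134 were negative. In SUM44, the direction depends on the parental culture. Against SUM44PE, the medians were -0.62 in LTED-A and -0.25 in LTED-B. Fry, here without adjustment, gave the lower direction in both, at the 0.05 level in LTED-A but not in LTED-B. Of the 10 genes, 8 were higher in SUM44PE than in SUM44F (median 0.72, 6 called). TFF1 (ENSG00000160182, chromosome 21, 42362282 to 42366535) rose from 4.28 CPM by 7.10, 7.04, 9.15 and 7.90 in the MM134 variants and from 15.1 CPM by 4.49 and 4.42 in the SUM44 variants. PGR fell in MM134 (-3.93, -2.17, -3.31 and -4.33) from 2.65 CPM. In SUM44, its changes of -4.80 and -5.15 were not called (adjusted p = 0.0527 and 0.0243). Without SUM44F replicate 1, the PGR log2 fold change in SUM44 LTED-A was -3.29 and the PGR log2 fold change in SUM44 LTED-B -3.64. WNT4 (ENSG00000162552, chromosome 1, 22117313 to 22143969) rose in MM134 LTED-A (1.18) and LTED-E (1.52), was not called in LTED-B (0.57) and LTED-D (0.41), and fell in SUM44 LTED-B (-0.69, adjusted p = 3.69e-04).

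A list of 6 interferon response genes had medians of -0.61 and -0.88 in SUM44 LTED-A and LTED-B, with 3 genes downregulated in each, also when adjusted over the list alone. In MM134 LTED-A, LTED-B, LTED-D and LTED-E, 3, 1, 1 and 1 genes were upregulated and 1, 1, 0 and 0 downregulated, and 4, 2, 2 and 1 were called over the list alone. By fry, the adjusted p was 1.86e-07 (higher), 3.57e-04 (lower), 0.322 (lower) and 0.00449 (lower).

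Genes changed in opposite directions in MM134 and SUM44 more often than by chance. Within deciles of mean expression, the odds ratios were 2.68 for genes upregulated in MM134 and downregulated in SUM44 and 1.66 (95% confidence interval 1.35 to 2.03) for the reverse, which argues against expression level as the whole cause. Without the genes of the stretches, they were 3.31 and 1.66 (1.34 to 2.06), which argues against gene dosage. For genes with the same direction, the odds ratios within deciles were 1.77 (upregulated) and 2.85 (downregulated). Which regulators act in opposite ways was not tested.

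SUM44PE resembled the LTED variants in part. The log2 fold changes of SUM44PE against SUM44F correlated across genes with those of LTED-A (r = 0.461) and LTED-B (r = 0.359), whereas simulated unchanged groups that share the SUM44F libraries reached at most 0.175. The simulated groups were centred on the mean of the SUM44F libraries, which leaves out the shared error. Shared libraries therefore stay open as a cause of these correlations. Of 1168 genes upregulated in both LTED variants against SUM44F, 666 (57.0%) were also upregulated in both against SUM44PE, and of 1464 downregulated genes, 907 (62.0%) were also downregulated. The cholesterol signature kept its direction against SUM44PE, with medians of 0.59 and 0.58 in LTED-A and LTED-B, which argues against a peculiarity of SUM44F. SREBF1 (-0.61, adjusted p = 5.95e-05), FASN (-0.72, adjusted p = 3.77e-05) and SCD (-1.04, adjusted p = 1.08e-07) were lower in SUM44PE than in SUM44F, and AKR7A3 was higher (1.18, adjusted p = 1.93e-09). AKR7A3 was lower in LTED-B than in SUM44PE (-0.29, adjusted p = 0.00346), so its rise in LTED-B depends on the parental culture.

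Other splits of the samples gave fewer DE genes than the real one. For MM134 LTED-A, LTED-B, LTED-D and LTED-E, SUM44 LTED-B, and SUM44 LTED-B against SUM44PE, 1 of 10 splits of the 6 samples, the real one, gave as many genes. A share of 0.1 is the smallest that 3 against 3 samples allow, so these counts cannot be told apart from chance by splits alone; the other splits gave 0 genes. For genes shared in at least 3 MM134 variants, in all 4, in both SUM44 variants and between the models, 1 of 60 splits gave as many, and the highest counts among the others were 18, 0, 653 and 0.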
